# Cholecystokinin coordinates gonadotropin-dependent and independent pathways to orchestrate zebrafish gonadal development

**DOI:** 10.1038/s41467-026-72039-x

**Published:** 2026-04-18

**Authors:** Hangyu Li, Faming Yuan, Hongwei Liang, Xiang Li, Shuo Zheng, Linlin Wang, Xiangchen Wu, Changyan Li, Xiangtong Zeng, Xuewen Rao, Dandong Huang, Zhixiu Liang, Tianyi Cai, Shaohua Xu, Xiangfeng Qin, Xiangjiang Liu, Zhan Yin, Guangfu Hu

**Keywords:** Reproductive biology, Ichthyology, Neurophysiology

## Abstract

Cholecystokinin (CCK) is established as a critical regulator of teleost gonadal development, functioning not only as a follicle-stimulating-hormone-releasing hormone (FSH-RH) but also stimulating gonadal development through three distinct mechanisms. Specifically, (1) CCK directly activates pituitary *lhb* transcription via CCKBRb in a specific bi-hormonal subpopulation, and indirectly enhances hypothalamic *gnrh3* expression to regulate LH synthesis and secretion. However, CCK’s physiological role in LH regulation requires further investigation, and its effect may involve both direct and indirect mechanisms, including targeting a specific bi-hormonal subpopulation. (2) CCK exerts gonadotropin-independent control over primordial germ cell (PGC) proliferation during embryogenesis, evidenced by significantly reduced PGC numbers in *cck1*^*−/−*^*;cck2*^*−/−*^ and *cckbrb*^*−/−*^ mutants, a phenotype absent in *fshb*^*−/−*^ and *lhb*^*−/−*^*;fshb*^*−/−*^ zebrafish. (3) CCK initiates meiosis and maintains gonadal somatic cell survival by suppressing apoptosis; these processes are abrogated in CCK-deficient mutants but remain intact in gonadotropin-deficient lines. Collectively, hypothalamic and peripheral CCK cells regulate gonadal function through gonadotropin-dependent and gonadotropin-independent pathways, respectively, thereby coordinating gonadal development from germline establishment to maturation.

## Abstract (web summary)

In zebrafish, cholecystokinin drives gonadal development via two parallel pathways: direct FSH stimulation in the pituitary and local regulation of germ cell proliferation and survival within the gonad.

## Introduction

Historically, the classical neuropeptide cholecystokinin (CCK) was recognized as an enteric hormone predominantly involved in digestive regulation^1^. Subsequent research revealed its widespread presence in the central nervous system and its roles in various physiological processes, including appetite, energy metabolism, mood, pain, and reproduction^2–7^. Notably, recent studies have identified CCK as a follicle-stimulating hormone-releasing hormone (FSH-RH) in teleosts^8–10^. In these species, the pituitary gland secretes two key gonadotropins: luteinizing hormone (LH) and follicle-stimulating hormone (FSH). FSH is crucial for early gonadal development, particularly germ cell proliferation and differentiation, while LH is essential for oocyte maturation and ovulation^11–14^. Thus, understanding the regulation of these gonadotropins is vital for elucidating the endocrine control of teleost reproduction. Although luteinizing hormone-releasing hormone (LH-RH), discovered in 1971, is well-established as the main regulator of gonadotropin release in mammals and most vertebrates^15^, this model has been challenged in teleosts. In teleosts, hypothalamic neurons directly innervate the pituitary pars distalis. This anatomical arrangement facilitates the direct delivery of diverse neuroendocrine factors to gonadotropes, which express a repertoire of receptors to integrate these signals. Consistent with this multi-factorial control system, in GnRH-deficient models like medaka and zebrafish, FSH synthesis and function remain largely unaffected, indicating the presence of alternative FSH-releasing factors^16,17^. A comprehensive neuropeptide screen identified CCK as a strong inducer of *fshb* transcription and FSH secretion in vitro^18,19^, and its physiological relevance was confirmed in both medaka^8^ and zebrafish^9^, establishing CCK as an FSH-RH in teleosts. However, while ligand-level analyses have been performed in medaka^8^, studies in zebrafish have primarily focused on receptor activation and knockout models^9^. The identity of the physiologically relevant endogenous ligand(s) within the CCK/gastrin family remains unclear, and whether CCK itself or other peptides such as gastrin serve as the physiologically relevant endogenous ligand(s) in zebrafish has not been fully determined. Therefore, a broader consensus regarding CCK regulation of gonadotropins across teleost species has yet to be established.

Beyond its role in gonadotropin regulation, emerging evidence from genetic ablation models suggests additional roles for CCK in gonadal development. Zebrafish mutants lacking CCK receptor *cckbrb*^*−/−*^ develop exclusively as infertile males^9^. This severe phenotype starkly contrasts with that of *fshb*^*−/−*^ and *lhb*^*−/−*^*;fshb*^*−/−*^ mutants, which retain partial fertility and lack comparable testicular development defects^14^. These observations imply that CCK may govern early germline development through previously unrecognized, gonadotropin-independent pathways.

Gonadal development in teleosts involves four major stages: primordial gonad formation, differentiation, growth, and final maturation^20^. Early developmental events, particularly primordial germ cell (PGC) migration and proliferation during 0-10 days post fertilization (dpf)^21^, as well as meiosis initiation around 13–14 dpf, represent critical checkpoints^22^. The entry of PGCs into meiosis is considered to be a gonadotropin-independent stage^23^. Disruption of these processes often leads to masculinization and subsequent testicular degeneration^24–27^. While FSH and LH primarily function during later development stages, the potential role of CCK in regulating earlier events such as PGC dynamics and meiosis initiation has remained unexplored.

In this study, we examined the critical roles of CCK across all four stages of zebrafish gonadal development, revealing its four pivotal regulatory functions. First, CCK promotes PGC proliferation through gonadotropin-independent pathways, thereby influencing sex determination. Second, it facilitates meiotic initiation and sustains gonadal somatic cells viability during differentiation, also through gonadotropin-independent mechanisms. Third, CCK directly stimulates pituitary FSH synthesis and secretion, driving folliculogenesis and spermatogenesis. Finally, CCK is involved in the regulation of oocyte maturation and ovulation. Collectively, these findings highlight CCK as a central regulator of zebrafish gonadal development, from germ cell initiation to final maturation.

## Results

### Loss of CCK or its receptor CCKBRB leads to male-biased sex differentiation and infertility

In zebrafish, two cholecystokinin genes, *cck1* and *cck2*, have been identified. Quantitative expression analysis indicated that both ligands are predominantly expressed in the brain and intestine (Supplementary Fig. 1). To investigate CCK’s role in gonadal development, we generated *cck1*^*−/−*^*;cck2*^*−/−*^ double knockout (DKO) zebrafish using CRISPR/Cas9 technology (Fig. 1a, b). Strikingly, all DKO individuals developed into males with underdeveloped gonads and were completely infertile (Fig. 1e). This infertility was evidenced by reproductive failure in mating trials and impaired mating behavior (Fig. 1e). Histological examination at three months revealed gamete arrest at the pre-meiotic stage, indicating impaired spermatogenesis (Fig. 1c, d). Furthermore, compared to wild-type controls, *cck1*^*−/−*^*;cck2*^*−/−*^ mutants exhibited significantly increased feeding rates, body length, and weight (Fig. 1f). These results demonstrate that CCK is essential for regulating feeding behavior, somatic growth, and gonadal development in zebrafish.

**Fig. 1:**
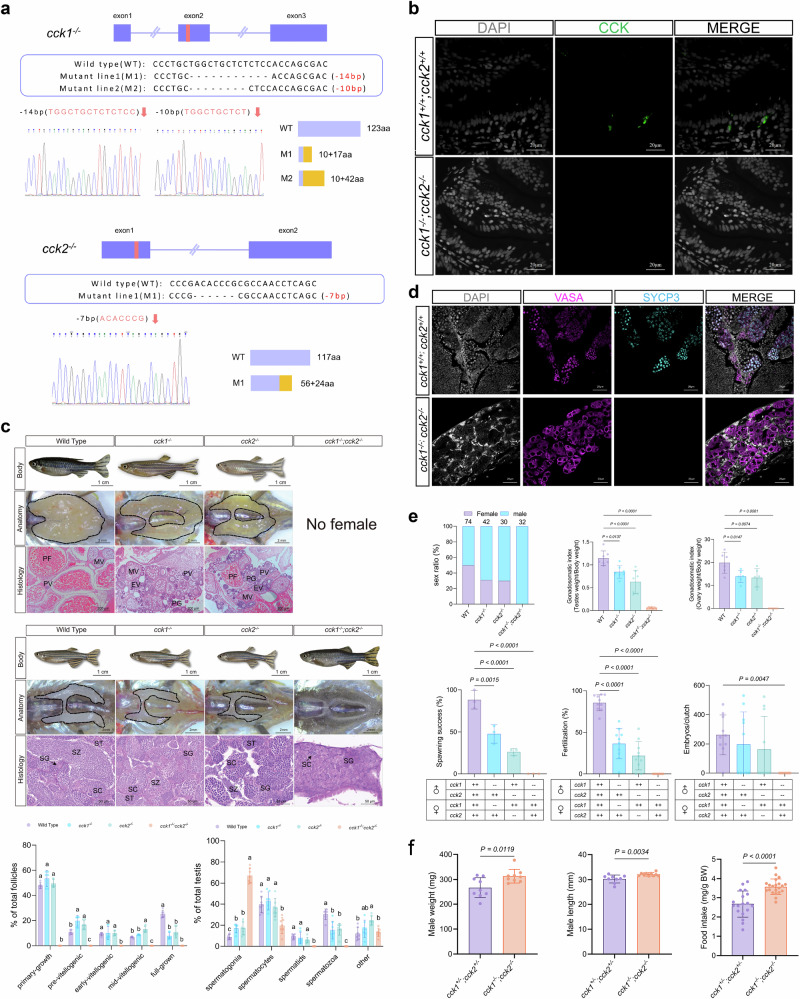
Generation and reproductive phenotype validation of *cck1* and *cck2* knockout zebrafish models. **a** Schematic diagram of the CRISPR/Cas9 targeting strategy and the resulting deletion mutations in *cck1* and *cck2*. **b** Immunostaining of CCK protein in the intestine of *cck1*^+/+^;*cck2*^+/+^ and *cck1*^−/−^;*cck2*^−/−^ zebrafish. **c** Gonadal morphology and histology of 3-month-old zebrafish. Ovarian stages: PG, primary growth; PV, pre-vitellogenic; EV, early vitellogenic; MV, mid-vitellogenic; FG, full-grown. Testicular cells: SG, spermatogonia; SC, spermatocytes; ST, spermatids; SZ, spermatozoa. Bar charts show histological quantification (ovaries, *n* = 6; testes, *n* = 7). Different letters indicate statistically significant differences among groups as determined by one-way ANOVA followed by Tukey’s multiple-comparisons test; groups sharing at least one letter are not significantly different. **d** VASA and SYCP3 immunofluorescence staining in testes of 3-month-old male zebrafish. **e** Reproductive phenotypes including sex ratio, gonadosomatic index (GSI) (female, *n* = 6; male, *n* = 7), spawning success (*n* = 3 groups of 12 pairs), fertilization rates (*n* = 10), and clutch size (*n* = 10). Statistical significance was determined by one-way ANOVA followed by Dunnett’s multiple-comparisons test. **f** Comparisons of body weight (*n* = 9), body length (*n* = 9), and food intake (*n* = 18). Statistical significance was determined by two-sided unpaired Student’s *t* test. Data are presented as mean ± s.e.m. For (**b**, **d**), representative images from three independent experiments with similar results are shown.

Among the three zebrafish CCK receptors, ligand-receptor binding assays identified CCKBRB as having the highest affinity for both CCK1 and CCK2 peptides (Fig. 2a and Supplementary Table 1). Consistent with a reproductive role, *cckbrb* was predominantly expressed in the pituitary gland (Supplementary Fig. 1). Subsequently, we generated a *cckbrb*^*−/−*^ zebrafish model (Supplementary Fig. 2). These mutants phenocopied the *cck1*^*−/−*^*;cck2*^*−/−*^ double knockouts, developing exclusively into males with arrested testicular development at the pre-meiotic stage (Fig. 2b, c). Although these mutants displayed normal male secondary sexual characteristics (Fig. 2d), they exhibited a profound deficit in courtship behaviors (Fig. 2e, Supplementary Fig. 3 and Supplementary Movie 1, 2), leading to reproductive failure. This behavioral defect was not due to motor impairment, as feeding-driven locomotor activity remained normal in both *cck1*^*−/−*^*;cck2*^*−/−*^ and *cckbrb*^*−/−*^ mutants (Supplementary Fig. 4). To investigate the underlying mechanism, metabolomic profiling was performed, revealing significantly reduced testicular testosterone and androstenedione levels in *cckbrb*^*−/−*^ males (Supplementary Fig. 5). Crucially, exogenous testosterone treatment successfully rescued the courtship defects (Supplementary Fig. 6), establishing that CCK signaling governs reproductive behavior by maintaining androgen levels.

**Fig. 2:**
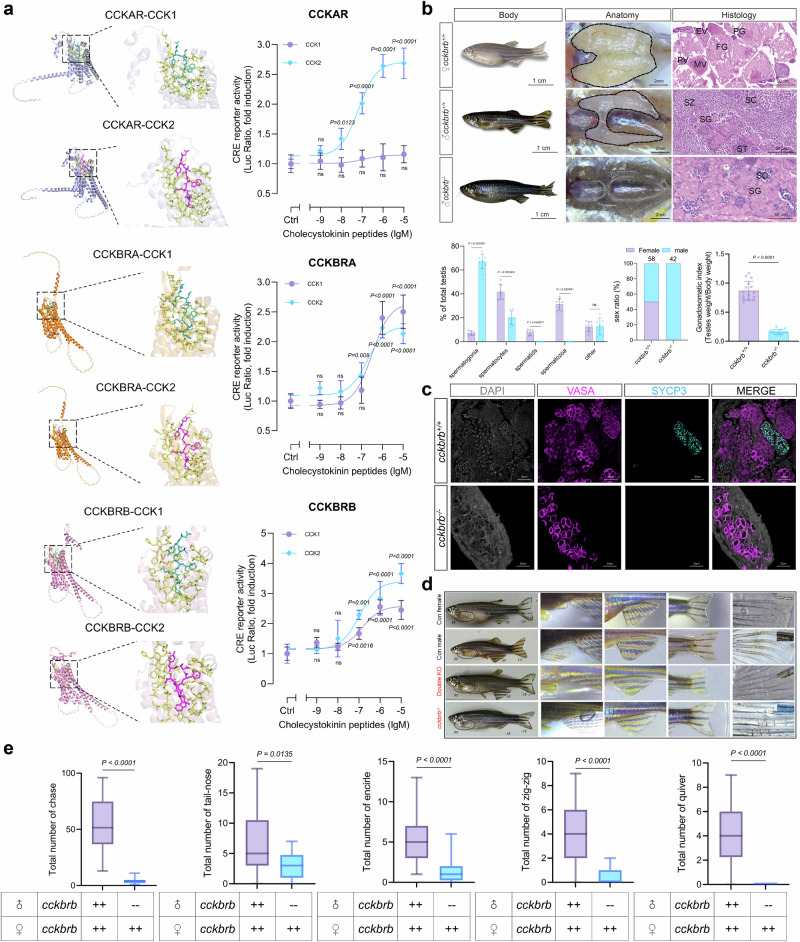
Generation and phenotypic characterization of the *cckbrb* knockout zebrafish model. **a** Ligand-receptor binding analysis. Structural prediction of zebrafish CCK interacting with its receptors (CCKAR, CCKBRA, and CCKBRB) via AlphaFold3 and functional validation using a dual-luciferase reporter assay (*n* = 4). Statistical significance was determined by one-way ANOVA followed by Dunnett’s multiple-comparisons test. ns indicates no significant difference where applicable. Data are presented as mean ± s.e.m. **b** Gonadal morphology and histology in 5-month-old *cckbrb*^+/+^ and *cckbrb*^−/−^ zebrafish. Quantification includes the distribution of gonadal cell stages (*n* = 7), sex ratio, and gonadosomatic index (GSI) (*n* = 15). Statistical significance was determined by two-sided unpaired Student’s *t* test. ns indicates no significant difference where applicable. Data are presented as mean ± s.e.m. **c** VASA and SYCP3 immunofluorescence in testes of *cckbrb*^*+/+*^ and *cckbrb*^−/−^ zebrafish. Representative images from three independent experiments with similar results are shown. **d** Analysis of secondary sexual characteristics (SSC) in 4-month-old zebrafish. Representative images comparing the anal fin (AF), caudal fin (CF), and pectoral fin (PF) phenotypes in wild-type, *cck1*^*−/−*^;*cck2*^*−/−*^, and *cckbrb*^*−/−*^ zebrafish. **e** Reproductive behavior analysis assessing courtship frequency in *cckbrb*^*−/−*^ zebrafish (*n* = 24 independent pairings). Statistical significance was determined by two-sided unpaired Student’s *t* test. In the box plots, the center line indicates the median, the box bounds indicate the first and third quartiles, and the whiskers indicate the minimum and maximum values.

### CCK promotes pituitary gonadotropin synthesis and secretion via distinct mechanisms

Previous studies identified CCK as a principal FSH-releasing factor in fish pituitary glands^8,9^. Here, we elucidate its mechanisms in regulating both FSH and LH synthesis. Immunofluorescence analysis revealed that FSH protein signals were almost undetectable in the pituitaries of *cck1*^*−/−*^*;cck2*^*−/−*^ and *cckbrb*^*−/−*^ zebrafish compared to wild-type controls (Fig. 3a). Consistent with this, qPCR confirmed a significant reduction in *fshb* transcript levels in these mutants (Fig. 3b). 

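For scRNA-seq of the pituitary, 6-month-old male WT and *cck1*-/-*;cck2*-/- zebrafish were used, with 30 fish per group as the paper states. Each group gave 1 droplet library, so the differences between groups reported from these data have no replicate check and no test across conditions was possible. In this assay each captured cell receives its own barcode and each captured RNA molecule a unique molecular identifier (UMI), so that amplified copies of a molecule are counted as 1. The authors counted UMIs per gene and barcode with CellRanger and deposited these counts without normalization. The WT library held 22358017 UMIs in 5236 barcodes, with a median of 864 UMIs per barcode. The mutant library held 15910570 UMIs in 3755 barcodes, with a median of 941. No barcode in either library held fewer than 500 UMIs.
The paper names Seurat for further quality control, and its text and supplementary table do not name the thresholds. Here, barcodes with fewer than 200 detected genes (154 in WT and 192 in the mutant) or with over 20% mitochondrial UMIs (12 and 4) were left out. The automatic threshold of Scrublet, a doublet caller, marked under 0.5% of cells, so the highest-scoring cells were removed at a rate of 0.8% per 1000 barcodes, 206 in WT and 101 in the mutant. This left 4864 WT cells and 3458 mutant cells, with medians of 882 and 982.5 UMIs. Many cells were shallow, as 63.8% of WT cells and 64.2% of mutant cells held fewer than 2000 UMIs, which limits the detection of receptor genes with few transcripts.
Both libraries were clustered together, leaving out 13 hormone gene listings, *cckbrb* and the mitochondrial genes, since these may differ between the genotypes. A cluster was named as a cell type, with the ending "-like", only from marker genes listed beforehand. Within the gonadotrope-like cluster, a cell was called positive for *lhb* or *fshb* when its UMIs per 10000 exceeded the 99th percentile of the cells outside that cluster in the same library, because free hormone RNA enters other droplets. Gonadotrope-like cells were then grouped as FSH-only, bi-hormonal, LH-only or neither. The sub-clusters and the pseudotime of the paper were not rebuilt, so its progenitor population has no direct counterpart among these classes. Intervals given with the values are exact 95% intervals, Poisson for summed UMIs and Clopper-Pearson for shares, and cover counting error only.
Of the targeted genes, the files name *ccka* (ENSDARG00000070810), and which of *cck1* and *cck2* it is was not stated there. The other gene was not analysed here. *ccka* had 144 UMIs in 14 WT barcodes, 122 of them in a single barcode, and 14 UMIs in 12 mutant barcodes. This corresponds to 6.44 CPM (UMIs per 1000000 UMIs) in WT (5.43 to 7.58) and 0.880 CPM in the mutant (0.481 to 1.48). As the WT level rests mostly on that single barcode, these values do not show a difference between the libraries. The gene listed as CCKBR (ENSDARG00000076824) was taken as *cckbrb* by exclusion, because *cckbra* and CCKAR are listed separately.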

To dissect the cellular basis of this regulation, we performed single-cell RNA sequencing (scRNA-seq) on zebrafish pituitaries (Fig. 3c; Supplementary Fig. 7). Trajectory analysis of the gonadotrope lineage revealed a common progenitor population expressing stemness markers, which subsequently diverges into distinct FSH and LH differentiation paths (Supplementary Fig. 8). This developmental trajectory supports the existence of a common precursor, consistent with the *lhb/fshb* co-expressing cells identified in our model (Fig. 3d). 

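The gonadotrope-like cluster held 130 cells, and its leading genes by fold were *lhb*, *nr5a1b*, *tfa* and *fshb*. Of the marker genes listed for gonadotropes, 5 were raised in it, namely *lhb*, *fshb*, *cga*, *gnrhr2* and *nr5a1b*. No pseudotime was computed, and the levels of the 4 stemness genes are given per class of cells. In the 110 WT gonadotrope-like cells, *skib* was at 191 CPM (interval 167 to 218), above the 41.0 CPM (36.1 to 46.4) in the 484 WT cells of the other hormone clusters. The intervals of the remaining 3 genes overlapped between these groups. *ndufa1* was at 96.2 CPM in gonadotrope-like cells (79.2 to 116) and 88.4 in the other hormone clusters (81.1 to 96.1). *nr2f2* was at 24.0 CPM (16.0 to 34.7) and 23.0 CPM (19.3 to 27.1), and *ndrg4* at 79.0 CPM (63.7 to 96.9) and 76.3 CPM (69.6 to 83.6).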

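The *lhb* (ENSDARG00000099363) threshold in WT was 38.4 UMIs per 10000 and the *fshb* (ENSDARG00000010841) threshold was 19.3. As rates, they ask for fewer UMIs in a shallow cell than in a deep cell, so the classes depend on depth. A WT cell with 2 *fshb* UMIs among 734 UMIs was bi-hormonal, and a WT cell with 52 among 28901 was LH-only. By these thresholds, 18 WT gonadotrope-like cells were bi-hormonal (16.4%, interval 10.0 to 24.6%). A further 16 cells were FSH-only (14.5%, 8.55 to 22.5%) and 65 were LH-only (59.1%, 49.3 to 68.4%). The remaining 11 cells passed neither threshold, and their median of 4181 UMIs was below that of the FSH-only cells (8358.5), the bi-hormonal cells (9184.5) and the LH-only cells (12645). The number of bi-hormonal cells moved most with the definition of a positive cell. It was 63 when a single UMI made a cell positive, a setting that also counts free RNA, and 7 when the threshold was set so that 0.1% of the other cells exceeded it, in place of 1%.

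**Figure D1:**
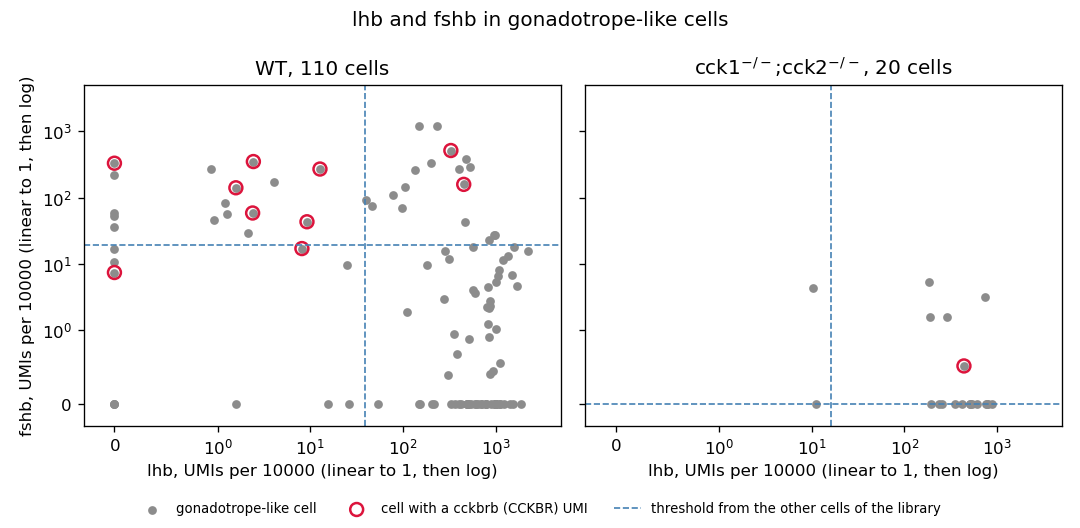
UMIs of *lhb* (x axis) and *fshb* (y axis) per 10000 UMIs in each gonadotrope-like cell of WT (left, 110 cells) and the mutant (right, 20 cells), on axes that are linear up to 1 and logarithmic above. Dashed lines mark the thresholds of each library, and red circles mark cells with a *cckbrb* UMI; in WT, the 18 bi-hormonal cells lie in the upper right field.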

Notably, *cckbrb* expression was specifically enriched in FSH-producing cells and their precursors (Fig. 3d). Consequently, *cck1*^*−/−*^*;cck2*^*−/−*^ mutant pituitaries exhibited a marked reduction in the number of FSH-producing cells (Fig. 3d), suggesting that CCK directly activates CCKBRB to stimulate FSH synthesis and cell maintenance.

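In WT, *cckbrb* (listed as CCKBR) was detected in 6 of the 16 FSH-only cells (37.5%, interval 15.2 to 64.6%), with 11 UMIs and at most 3 in a cell. None of the 65 LH-only cells held a *cckbrb* UMI, which allows a share of up to 4.62%. The LH-only cells were on average deeper than the FSH-only cells. Of the cells that passed neither hormone threshold, 2 of 11 held a UMI (18.2%, 2.28 to 51.8%). In the other hormone clusters of WT, taken as the background, 2 of 484 cells held a UMI (0.413%, 0.0501 to 1.48%), at a median of 11429 UMIs per cell. After thinning to 1000 UMIs, which 15 FSH-only cells and 443 background cells reached, the expected shares were 6.77% and 0.0311%. Summed over cells, *cckbrb* was at 80.5 CPM in FSH-only cells (40.2 to 144) and 0.326 CPM in the background cells (0.0394 to 1.18). In LH-only cells a count of 0 allows up to 3.76 CPM. *gnrhr2* had the opposite distribution, with no UMI in FSH-only cells and 37 UMIs in 18 LH-only cells (46.4 CPM, 32.7 to 64.0). For *gnrhr4*, 4 UMIs were counted in all WT gonadotrope-like cells, too few to rank the classes. CCKAR and *gnrhr1* had no UMI in gonadotrope-like cells of either library.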

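Gonadotrope-like cells made up 2.26% of WT cells (110 of 4864, interval 1.86 to 2.72%) and 0.578% of mutant cells (20 of 3458, 0.354 to 0.892%). Of the cells in the 4 hormone clusters, they were 18.5% in WT (110 of 594, 15.5 to 21.9%) and 5.85% in the mutant (20 of 342, 3.61 to 8.89%). This WT share was 10.0% (8.29 to 12.0%) when each library was clustered on its own, a setting that gave no mutant value. Of the alternatives set beforehand, a minimum of 500 detected genes moved the shares of all cells most, to 4.76% in WT and 1.08% in the mutant. Only 1 mutant gonadotrope-like cell was FSH-only, against the 16 of WT. This cell held 5 *fshb* UMIs, and its call rests on the *fshb* threshold of the mutant library, which was 0 because under 1% of its other cells held an *fshb* UMI. With the threshold of both libraries pooled (17.0 UMIs per 10000), none of the 20 mutant cells was FSH-only, which allows a share of up to 15.0%.
Summed over the gonadotrope-like cells, *fshb* had 7883 UMIs in WT (6769 CPM, 6620 to 6920) and 25 in the mutant (85.6 CPM, 55.4 to 126). The log2 ratio of the mutant to WT was −6.30 (−6.93 to −5.74). A single bi-hormonal WT cell held 3032 of the 7883 UMIs, and the interval does not cover this concentration. The hormone genes, *fshb* among them, and the mitochondrial genes were left out of the ranking given below. For *lhb* the log2 ratio was −0.38 (−0.41 to −0.36), with 55162 CPM in WT and 42248 CPM in the mutant. The log2 ratio of *cga* was −0.95 (−0.99 to −0.92), and that of a second gene listed as CGA was −1.35 (−1.49 to −1.20). *cckbrb* itself had 19 UMIs in WT and 5 in the mutant (16.3 and 17.1 CPM), and all 5 were in a single cell, so its levels in the 2 libraries cannot be compared. *gnrhr2* had 39 UMIs in WT and none in the mutant, with an upper limit of −1.34 for the log2 ratio. This limit treats UMIs as independent, although the 39 came from 20 of 110 cells.
Without the hormone and mitochondrial genes, ratios were ranked for the 621 genes with at least 50 UMIs over both libraries and no more than 20% of a library's UMIs in 1 cell. This rule, set beforehand, leaves out every gene with 1 to 4 mutant UMIs, since 1 cell then holds over 20% of them, so the ranking misses strongly lowered genes that were not at 0. An example, chosen after its value was seen, is TRHDE with 255 UMIs in WT and 1 in the mutant. Among the ranked genes, the lowest, ENSDARG00000094719, had 737 UMIs in WT and none in the mutant (upper limit of the log2 ratio −5.64). *scg5* followed (upper limit −4.41), a gene that was near 0 in the mutant library in the other clusters as well. Then came *cfp*, *s100z* and NTNG2 (upper limits −3.44, −3.28 and −3.20). The highest ratios were those of *cxcl12b* (log2 ratio 3.16, 2.79 to 3.55), *serpinh1b* (2.68), *vamp5* (1.89), *s100u* (1.77) and *cry3a* (1.72). From the presence of *cckbrb* in FSH-producing cells and the lower number of these cells in the mutant, the paper proposes that CCK acts on them through CCKBRB to stimulate FSH synthesis and to maintain the cells.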

**Fig. 3:**
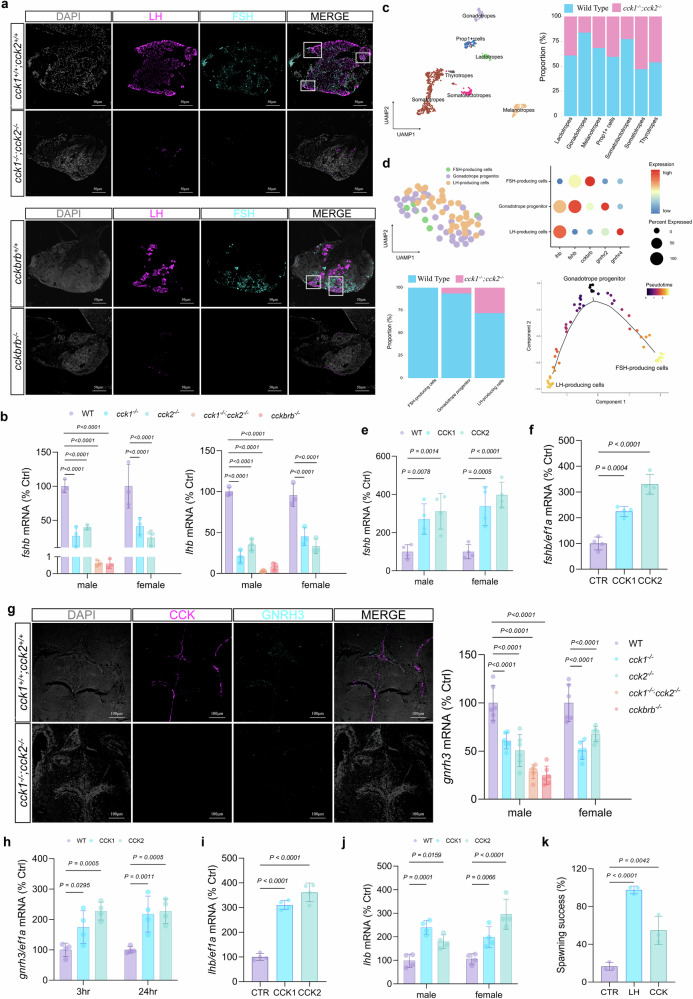
CCK regulates the synthesis and function of pituitary FSH and LH in zebrafish. **a** Representative immunohistochemical staining of LH and FSH proteins in the pituitary of WT, *cck1*^*−/−*^*;cck2*^*−/−*^, and *cckbrb*^*−/−*^ zebrafish. Representative images from three independent experiments with similar results. **b** Relative mRNA expression of *lhb* and *fshb* in pituitary tissue from different knockout models compared to WT. Data are derived from *n* = 3 independent biological replicates, where each replicate consists of a pool of 3 pituitaries. **c** Single-cell RNA sequencing (scRNA-seq) visualization of zebrafish pituitary cell clusters. **d** Sub-clustering and trajectory analysis of the gonadotrope cell population. **e**, **f** Regulation of *fshb* expression. **e** Pituitary *fshb* mRNA levels measured 24 hours after intraperitoneal (i.p.) injection of CCK1 or CCK2. Data represent *n* = 4 independent biological replicates, each consisting of a pool of 4 pituitaries. **f** *fshb* mRNA levels in primary pituitary cells treated with CCK1 or CCK2 for 24 hours (*n* = 4). **g**, **h**, Analysis of the upstream hypothalamic gnrh3 response. **g** Hypothalamic gnrh3 expression in CCK ligand and receptor knockout models (*n* = 6). **h** gnrh3 mRNA levels in hypothalamic cells treated with CCK1 or CCK2 for 3 h and 24 h (*n* = 4). **i**, **j** Regulation of *lhb* expression. **i** *lhb* mRNA levels in primary pituitary cells treated with CCK1 or CCK2 for 24 h. Data represent *n* = 4 independent biological replicates, each consisting of a pool of 4 pituitaries. **j** Pituitary *lhb* mRNA levels measured 24 hours after i.p. injection of CCK1 or CCK2. Data represent *n* = 4 independent biological replicates, each consisting of a pool of 3 pituitaries. **k** Functional assessment of ovulation success rate (%) in female zebrafish 24 hours after i.p. injection of LH or CCK (*n* = 14 biologically independent animals from 3 independent experiments). Statistical significance was determined by one-way ANOVA followed by Dunnett’s multiple-comparisons test for (**b**, **e**–**k**). Data are presented as mean ± s.e.m.

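Among the cells of the gonadotrope-like cluster, 84.6% came from the WT library (110 of 130, interval 77.2 to 90.3%). WT cells made up 94.1% of the FSH-only cells (16 of 17, 71.3 to 99.85%), 78.3% of the bi-hormonal cells (18 of 23, 56.3 to 92.5%) and 83.3% of the LH-only cells (65 of 78, 73.2 to 90.8%). The share for bi-hormonal cells rests on unequal *fshb* thresholds in the 2 libraries. It was 100% (83.2 to 100%) with the thresholds of both libraries pooled, and 94.4% (72.7 to 99.86%) with classes set by the *fshb* share of *lhb* and *fshb* UMIs. With each library's threshold set so that 0.1% of the other cells exceeded it, the share was 58.3% (27.7 to 84.8%), so that it has no stable value here. These shares compare cell numbers of libraries of unequal size, 4864 WT cells and 3458 mutant cells. The remaining hormone clusters did not meet the rule for a cell type name and are compared by number. The cluster with the highest *gh1* level held 177 WT and 174 mutant cells, or 3.64% (3.13 to 4.20%) and 5.03% (4.33 to 5.81%) of the cells of each library. The cluster with the highest *prl*, *tshba*, *smtla* and *smtlb* levels held 168 and 81 cells, or 3.45% (2.96 to 4.01%) and 2.34% (1.86 to 2.90%). The cluster with the highest *pomca* level held 139 and 67 cells, or 2.86% (2.41 to 3.37%) and 1.94% (1.50 to 2.45%). A further cluster with *gh1* among its leading genes had a median of 713 UMIs and was kept out of the hormone clusters. It held 8.78% of WT cells and 6.59% of mutant cells.
Some clusters outside the hormone clusters were unevenly split between the libraries. Red blood cell-like cells were 13.6% of WT cells (12.6 to 14.6%) and 4.95% of mutant cells (4.25 to 5.72%). An unnamed cluster with a median of 744 UMIs was 5.90% of WT cells and 32.6% of mutant cells, and with 1 library per genotype, a difference between libraries and a difference in cell types cannot be told apart for it. Its size lowers the share of every other cluster among all mutant cells.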

To validate the direct regulation of FSH, we performed gain-of-function experiments. Intraperitoneal injection of CCK peptides significantly induced pituitary *fshb* mRNA expression in vivo (Fig. 3e), and CCK treatment robustly induced *fshb* expression in primary cultured pituitary cells in vitro (Fig. 3f), confirming a direct pituitary action. The efficacy of systemic CCK delivery was corroborated by elevated plasma CCK levels and pituitary response following feeding (Supplementary Fig. 9). Functionally, long-term dietary CCK supplementation promoted ovarian development in wild-type fish but failed to do so in *fshb*^*−/−*^ mutants, confirming that CCK promotes gonadal development specifically through FSH (Supplementary Fig. 10).

In contrast to the direct regulation of FSH, LH synthesis is modulated by CCK through a dual mechanism involving both direct pituitary actions and indirect hypothalamic pathways. Loss of CCK signaling led to significantly reduced LH protein and *lhb* transcript levels in mutant pituitaries (Fig. 3a, b). We first investigated the indirect pathway via the hypothalamus. Expression of *gnrh3*, a key upstream regulator of LH, was significantly reduced in the hypothalamus of both ligand and receptor mutants. Immunofluorescence revealed close anatomical proximity between GnRH3 neurons and CCK-expressing fibers in the hypothalamus (Fig. 3g; Supplementary Fig. 11). Furthermore, scRNA-seq of the hypothalamus detected *cckbrb* expression within GnRH3 neurons (Supplementary Fig. 12). Consistently, CCK treatment significantly upregulated *gnrh3* expression in primary hypothalamic cell cultures (Fig. 3h). We confirmed the functionality of this axis, as GnRH3 treatment significantly upregulated *lhb* expression in primary pituitary cells (Supplementary Fig. 13), supporting an indirect pathway where CCK stimulates GnRH3 to drive LH synthesis.

However, an indirect pathway alone could not fully explain the observed regulation. Direct administration of CCK also increased *lhb* transcript levels in vivo (Fig. 3j) and, critically, in primary pituitary cells in vitro (Fig. 3i), demonstrating a direct action independent of hypothalamic input. To definitively dissect the contribution of each pathway, we employed a hypothalamic-pituitary co-culture system. Blocking GnRH3 signaling with a neutralizing antibody only partially attenuated the CCK-induced *lhb* upregulation (Supplementary Fig. 14), confirming the existence of a parallel direct pituitary mechanism. The cellular basis for this direct regulation was identified through scRNA-seq, which revealed a population of gonadotropes co-expressing both *fshb* and *lhb* (Fig. 3d). 

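In the 18 bi-hormonal WT cells, *lhb* was at 33322 CPM (interval 32473 to 34186) and *fshb* at 30828 CPM (30013 to 31661). A single cell held 2418 of their 5854 *lhb* UMIs, and the cell with the most *fshb* held 3032 of their 5416 *fshb* UMIs. Without the latter, *fshb* was at 15890 CPM (15259 to 16541). The *lhb* level of the LH-only cells was 73116 CPM (72524 to 73712), and the *fshb* level of the FSH-only cells was 16320 CPM (15650 to 17011). In LH-only cells *fshb* was at 246 CPM (213 to 283), above the 9.44 CPM (7.17 to 12.2) in the other hormone clusters of WT. In the mutant library, 5 cells were called bi-hormonal. They held 3951 *lhb* UMIs and 20 *fshb* UMIs, and their *fshb* level was 172 CPM (105 to 266). The call in the mutant depended on the threshold. No mutant cell was bi-hormonal with the threshold of the pooled libraries, and 1 was when cells with 10% to 90% *fshb* among their *lhb* and *fshb* UMIs were called bi-hormonal.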

Within this dual-hormone cell population, *cckbrb* expression was specifically detected (Fig. 3d). 

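Of the 18 bi-hormonal WT cells, 2 held a *cckbrb* UMI (11.1%, interval 1.38 to 34.7%), with 6 UMIs in total and 3 in each of them. Their *cckbrb* level was 34.2 CPM (12.5 to 74.3). This interval overlaps that of the FSH-only cells and lies above that of the other hormone clusters. It treats the 6 UMIs as independent, although they came from 2 cells. By share of cells, the interval of the bi-hormonal cells (1.38 to 34.7%) overlaps that of the other hormone clusters of WT (0.0501 to 1.48%). The expected share after thinning to 1000 UMIs, which 16 of the cells reached, was 2.68%. Across the alternatives for calling cells and classes without thinning, the share ranged from 8.00% to 28.6%, the latter in a class of 7 cells. In the mutant library, 1 of 5 bi-hormonal cells held 5 *cckbrb* UMIs, beside 850 *lhb* UMIs and 1 *fshb* UMI. No other mutant gonadotrope-like cell held a *cckbrb* UMI. In the other hormone clusters of the mutant, 1 of 322 cells held a UMI (0.311%, 0.00786 to 1.72%), at a median of 13444 UMIs per cell.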

High-resolution co-localization analysis further confirmed that *cckbrb* mRNA is present in LH-protein-positive cells (Supplementary Fig. 15). These data establish that CCKBRB is positioned to directly regulate *lhb* transcription in a specific subset of gonadotropes. Functionally, this dual regulation is physiologically relevant, as injection of either CCK or LH significantly restored ovulation rates in female zebrafish (Fig. 3k).

Finally, we explored the evolutionary conservation of this mechanism. In contrast to zebrafish, intraperitoneal injection of CCK-8 into adult male mice failed to alter pituitary *lhb* or *fshb* levels (Supplementary Fig. 16a, b). Moreover, scRNA-seq of the mouse pituitary showed that while LH and FSH are co-expressed, these gonadotropes do not express CCK receptors (*cckar* or *cckbr*) (Supplementary Fig. 16c). This highlights a significant species-specific divergence in the neuroendocrine control of reproduction.

### CCK promotes primordial germ cell proliferation and migration independent of gonadotropins

To determine if CCK regulates gonadal development exclusively via gonadotropins, we generated *lhb*^*−/−*^, *fshb*^−/−^ and *lhb*^*−/−*^*;fshb*^*−/−*^ zebrafish mutants. In *lhb*^*−/−*^ mutants, gonadal development and sex ratios were comparable to wild-type controls, although homozygous adults were infertile (Supplementary Figs. 17, 19a, b). Similarly, *fshb*^−/−^ males exhibited normal testicular morphology and fertility, while females showed impaired ovarian development (Supplementary Figs. 17, 19). In both single mutants, testicular SYCP3 protein levels remained normal (Supplementary Fig. 18). Even in *lhb*^*−/−*^*;fshb*^*−/−*^ double mutants, which displayed severe reproductive impairment and a male-biased sex ratio, female individuals were still present, and mutant testes contained mature spermatozoa and detectable SYCP3 signals (Supplementary Figs. 17, 18, 19). Critically, none of the gonadotropin-deficient models recapitulated the complete male bias or the severe pre-meiotic arrest characteristic of *cck1*^−/−^;*cck2*^−/−^ and *cckbrb*^**−/−**^ mutants. These phenotypic discrepancies suggest that CCK regulates gonadal development through additional, gonadotropin-independent pathways.

To identify these mechanisms, we investigated CCK expression dynamics and its role in early primordial germ cell (PGC) development. Quantitative PCR profiling revealed that the expression levels of CCK ligands and receptors exhibited a progressive increase throughout early embryonic development (Fig. 4c). Immunofluorescence co-staining performed at 2 and 5 dpf revealed that CCK protein is expressed along the migration route of VASA-positive PGCs (Fig. 4d). By 14 dpf, CCK expression was specifically localized to gonadal somatic cells surrounding the germ cells (Fig. 4e), suggesting a direct paracrine interaction. We next assessed PGC migration and number. At 24 hpf, *cck1*^−/−^;*cck2*^−/−^ and *cckbrb*^−/−^ embryos exhibited significantly fewer PGCs with aberrant dispersion compared to wild-type controls, indicating impaired migration (Fig. 4a). In contrast, PGC number and distribution were unaffected in *fshb*^−/−^ and *lhb*^*−/−*^*;fshb*^*−/−*^ mutants (Fig. 4b).

**Fig. 4:**
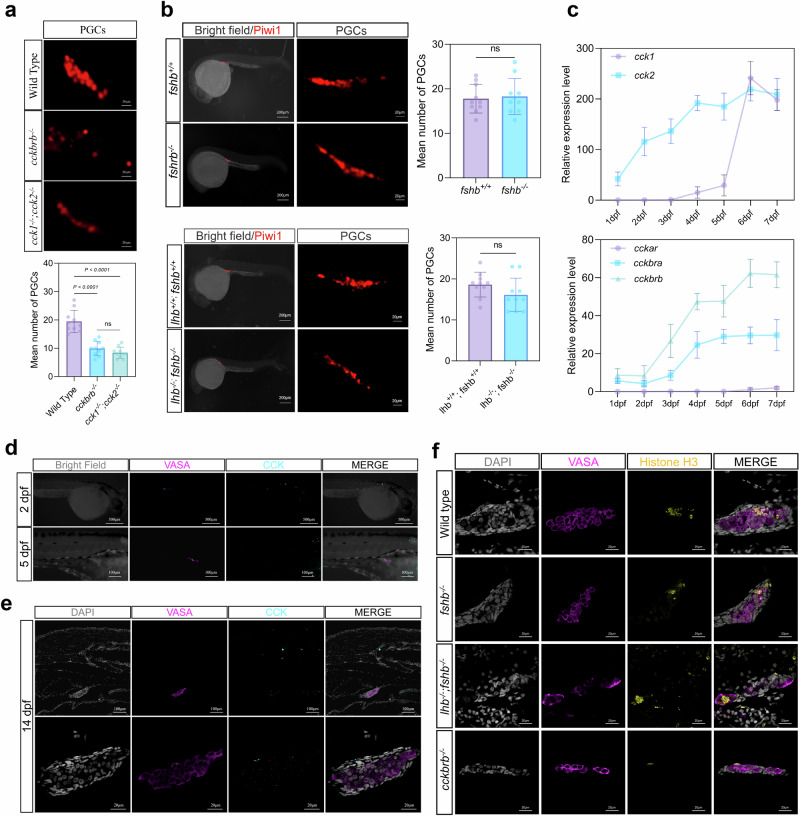
Impact of CCK signaling on primordial germ cell (PGC) proliferation and migration in zebrafish. **a**, **b** Analysis of PGC number and distribution in zebrafish embryos at 24 hours post-fertilization (hpf). PGCs were visualized using Piwi1 immunofluorescence staining. **a** Representative images and quantification of PGCs in wild-type (WT), *cckbrb*^*−/−*^, and *cck1*^*−/−*^*;cck2*^*−/−*^ embryos. Statistical significance was determined by one-way ANOVA followed by Tukey’s multiple-comparisons test. ns indicates no significant difference where applicable. Data are presented as mean ± s.e.m. **b** Representative images and quantification of PGCs in *fshb*^*+/+*^, *fshb*^*−/−*^, *lhb*^*+/+*^*;fshb*^*+/+*^ and *lhb*^*−/−*^*;fshb*^*−/−*^ embryos. Statistical significance was determined by two-sided unpaired Student’s *t* test. ns indicates no significant difference where applicable. Data are presented as mean ± s.e.m. (*n* = 10 embryos per group). **c** Temporal expression profiles of CCK ligands and receptors during early development. Relative mRNA levels of ligands (*cck1, cck2*) and receptors (*cckar, cckbra, cckbrb*) were quantified by qPCR from 1 to 7 days post-fertilization (dpf). Data are presented as mean ± s.e.m. for *n* = 3 independent replicates. Each replicate represents a pooled sample of 20–30 embryos or larvae. **d** Whole-mount immunofluorescence co-staining of VASA (germ cell marker) and CCK in zebrafish larvae at 2 dpf and 5 dpf. Merged images show the spatial relationship between CCK-expressing cells and migrating PGCs. **e** Immunofluorescence of CCK and VASA in 14 dpf gonads reveals CCK expression in somatic cells surrounding germ cells. **f** Immunofluorescence co-expression analysis of germ cells (VASA) and mitotic cells (Histone H3) in gonadal tissue of WT, *fshb*^*−/−*^*, lhb*^*−/−*^*;fshb*^*−/−*^, and *cckbrb*^*−/−*^ zebrafish at 14 dpf. For (**d**, **f**), representative images from three independent experiments with similar results are shown.

We further evaluated germ cell proliferation using VASA (germ cells) and Histone H3 (mitotic marker) co-staining. At 14 dpf, wild-type and *fshb*^*−/−*^ gonads showed robust mitotic activity (Fig. 4f). While *lhb*^*−/−*^*;fshb*^*−/−*^ mutants exhibited a modest reduction in mitosis, *cckbrb*^*−/−*^ mutants displayed a severe proliferation defect, with mitotic signals predominantly confined to a few somatic cells (Fig. 4f). This defect persisted at later stages; by 45 dpf, while mitotic activity increased in wild-type gonads, it remained minimal in *cckbrb*^*−/−*^ mutants (Supplementary Fig. 20, 21). Collectively, these findings establish that CCK signaling is critical for PGC migration and proliferation during primordial gonad formation, acting through a local, gonadotropin-independent mechanism.

### CCK signaling regulates germ cell meiosis and inhibits gonadal somatic cell apoptosis

To determine whether cckbrb deficiency affects germ cell meiosis during gonadal differentiation, we performed immunofluorescence co-staining for VASA (germ cell marker) and SYCP3 (meiotic marker) on gonadal tissues of wild-type and *cckbrb*^*−/−*^ zebrafish at 14 dpf. Robust SYCP3 signals in wild-type gonads indicated active meiotic initiation, whereas *cckbrb*^*−/−*^ mutants exhibited markedly reduced SYCP3 expression, suggesting a failure to initiate meiosis (Fig. 5a). To assess whether this regulation is independent of gonadotropins, we analyzed SYCP3 expression in *fshb*^*−/−*^, *lhb*^*−/−*^*;fshb*^*−/−*^ mutants at 20 and 45 dpf. SYCP3-positive cells were readily detected in both wild-type and gonadotropin-deficient testes, whereas *cckbrb*^*−/−*^ mutants showed a near-complete loss of SYCP3 signals (Supplementary Figs. 22, 23). This indicates that CCK regulates meiotic initiation through a mechanism distinct from the classical hypothalamus-pituitary-gonad axis. Longitudinal analysis of *cck1*^*−/−*^*;cck2*^*−/−*^ mutants at 60, 120, and 150 dpf revealed a persistent absence of SYCP3 expression compared to sustained signals in wild-type gonads (Supplementary Fig. 24), confirming a sustained arrest of germ cell differentiation at the pre-meiotic stage.

**Fig. 5:**
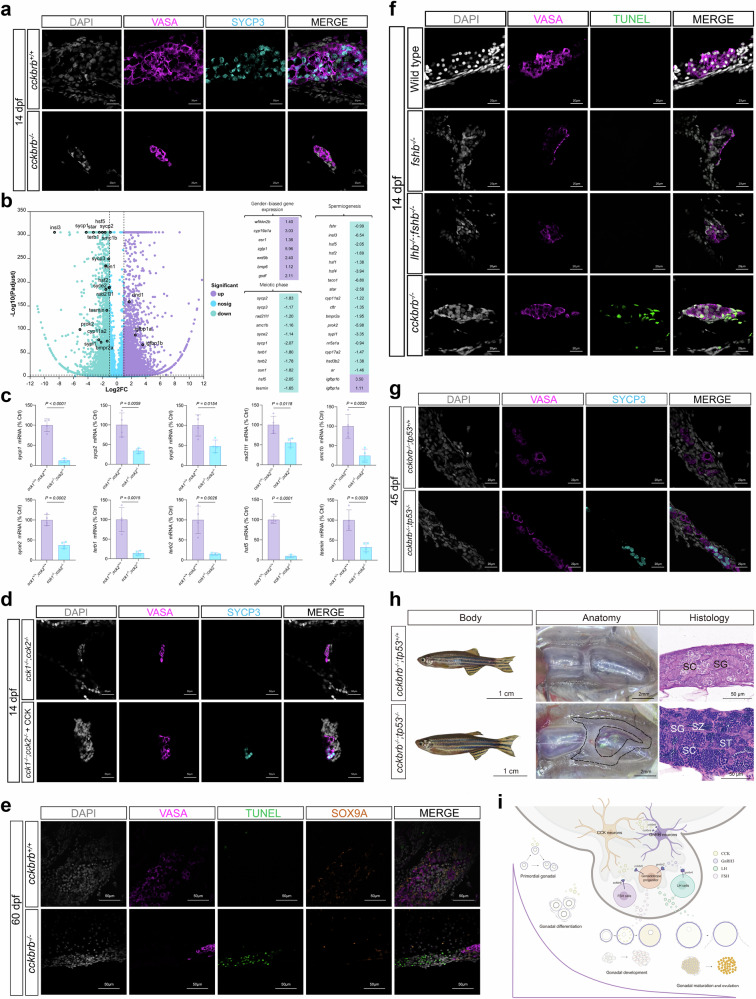
CCK signaling regulates germ cell meiosis and gonadal somatic cell survival. **a** Immunofluorescence showing the expression of VASA and SYCP3 in gonadal tissue of 14 dpf WT and *cckbrb*^*−/−*^ zebrafish. **b** RNA-seq analysis of testis tissue from WT and *cck1*^*−/−*^*;cck2*^*−/−*^ zebrafish. Volcano plot (left) and gene lists (right) display differentially expressed genes related to meiosis and spermiogenesis. Differential expression analysis was performed as described in the Methods. **c** qPCR analysis of meiosis-related gene expression in testes of WT and *cck1*^*−/−*^*;cck2*^*−/−*^ zebrafish. Data are presented as mean ± s.d. (*n* = 4). Statistical significance was determined by two-sided unpaired Student’s *t* test. **d** VASA and SYCP3 co-staining in gonadal sections of 14 dpf *cck1*^*−/−*^*;cck2*^*−/−*^ larvae following exogenous CCK immersion treatment starting from fertilization. **e** Co-staining of VASA, TUNEL, and SOX9a in testes of 60 dpf zebrafish. **f** TUNEL and VASA staining in 14 dpf gonads of WT, *fshb*^*−/−*^, *lhb*^*−/−*^*;fshb*^*−/−*^, and *cckbrb*^*−/−*^ zebrafish. **g**, **h** Analysis of *cckbrb*^*−/−*^*;tp53*^*−/−*^ zebrafish. **g** Immunofluorescence of SYCP3 and VASA in testes at 45 dpf. **h** Gross morphology and histological analysis (H&E) of gonads. **i** Schematic diagram depicting the stage-specific regulatory network of CCK signaling during gonadal development. The model illustrates CCK involvement in primordial germ cell (PGC) proliferation during early formation, the maintenance of somatic cell integrity (via apoptosis inhibition) and meiotic initiation during differentiation, and the regulation of pituitary FSH and LH synthesis (involving both direct pituitary action and indirect hypothalamic *gnrh3* modulation) to support gametogenesis and ovulation. Created in BioRender. Li, H. (2026) https://biorender.com/o68vxgm. For (**a**, **d**–**h**), representative images from three independent experiments with similar results are shown.

To elucidate the molecular basis of this defect, we performed RNA-seq analysis on testes from wild-type and *cck1*^*−/−*^*;cck2*^*−/−*^ zebrafish. The transcriptomic profile revealed significant downregulation of meiosis- and spermatogenesis-related genes in mutants (Fig. 5b), a finding validated by quantitative PCR (Fig. 5c). To test whether CCK could functionally rescue this defect, we treated fertilized eggs from *cck1*^*−/−*^*;cck2*^*−/−*^ mutants with exogenous CCK solution for 14 days. We first confirmed the efficacy of the immersion protocol by detecting elevated internal CCK concentrations in treated larvae (Supplementary Fig. 25). Notably, SYCP3 expression was partially restored in germ cells from treated embryos, supporting the conclusion that CCK signaling actively promotes meiotic initiation (Fig. 5d).

Given that gonadal somatic cell integrity is essential for germ cell development, we examined whether CCK signaling supports somatic cell survival. VASA/TUNEL co-staining at 14 dpf revealed minimal apoptosis in wild-type and gonadotropin-deficient gonads (*fshb*^*−/−*^ and *lhb*^*−/−*^*;fshb*^*−/−*^) (Fig. 5f). In stark contrast, *cckbrb*^*−/−*^ mutants exhibited extensive apoptosis in somatic cells surrounding the germ cells (Fig. 5f). Further characterization at 60 dpf using the Sertoli cell marker SOX9a revealed that apoptosis was not co-localized with SOX9a, indicating that cell death occurs primarily in Leydig cells (Fig. 5e). To determine if this somatic apoptosis was the primary cause of the meiotic failure, we generated *cckbrb*^*−/−*^*;tp53*^*−/−*^ double mutants to block apoptosis. Loss of tp53 successfully rescued the meiotic defect, restoring SYCP3 expression in *cckbrb*^*−/−*^ testes (Fig. 5g; Supplementary Fig. 26). Furthermore, anatomical and histological analysis showed that *cckbrb*^*−/−*^*;tp53*^*−/−*^ mutants developed observable gonads with active sperm production, rescuing the severe gonadal atrophy seen in single mutants (Fig. 5h). Collectively, these results indicate that CCK suppresses gonadal somatic cell apoptosis independently of FSH and LH, thereby preserving the gonadal microenvironment required for germ cell meiosis.

## Discussion

Gonadal maturation in teleosts proceeds through four distinct stages: primordial gonad formation, gonadal differentiation, development, and final maturation^20^. Our findings demonstrate that CCK signaling exerts critical, stage-specific regulatory effects across this entire ontogeny, acting through hierarchically distinct gonadotropin-independent and dependent mechanisms. During the primordial formation stage (0–10 dpf in zebrafish), PGCs migrate to the genital ridge and proliferate to establish the gonadal primordium^21,28–30^. Critically, disruption of PGC migration or proliferation at this stage typically leads to all-male phenotypes and arrested gonadal development^24,25,31,32^. In the present study, both *cck1*^*−/−*^*;cck2*^*−/−*^ and *cckbrb*^*−/−*^ zebrafish exhibited significantly fewer PGCs and mitotic arrest. Notably, these defects were absent in *fshb*^*−/−*^ and *fshb*^*−/−*^*;lhb*^*−/−*^ mutants. This phenotypic distinction reveals a gonadotropin-independent function for CCK in promoting PGC proliferation, identifying CCK as a key regulator at the very onset of gonadal establishment that likely sets the trajectory for sex determination.

As development progresses to the gonadal differentiation (13–14 dpf), germ cells initiate meiosis, a process essential for both oogenesis and spermatogenesis. Failure of meiotic entry universally induces complete masculinization and, if sustained, causes testicular degeneration^22,26,27,31,33–36^. In *cck1*^*−/−*^*;cck2*^*−/−*^ and *cckbrb*^*−/−*^ mutants, meiotic initiation was consistently blocked across developmental stages (14, 45, and 150 dpf). Concurrently, gonadal somatic cells (GSCs), which support meiosis through nutrients provision and regulatory signals, underwent extensive apoptosis at 14 and 45 dpf. Given that GSC depletion disrupts meiosis and gametogenesis^37–39^, this causality is further substantiated by our genetic rescue data: *cckbrb*^*−/−*^*;tp53*^*−/−*^ double mutants exhibited suppressed apoptosis and restored spermatogenesis (fertility). However, remarkably, female individuals were not observed in the rescued cohort. This dissociation supports a “two-phase” model: the initial reduction in PGC numbers (Phase I) likely locks the gonad into a male trajectory—a defect that *tp53* deletion cannot reverse—whereas the subsequent somatic apoptosis (Phase II) drives the meiotic arrest and sterility. Thus, while *tp53* deficiency rescues gonadal integrity and fertility, it is insufficient to overturn the sex determination bias established by early PGC loss. Crucially, neither somatic apoptosis nor meiotic arrest occurred in *fshb*^*−/−*^ or *fshb*^*−/−*^;*lhb*^*−/−*^ mutants, establishing that CCK maintains gonadal somatic cell integrity and promotes meiosis via gonadotropin-independent mechanisms during early gonadal development.

Following gonadal differentiation, zebrafish undergo an extended developmental phase characterized by follicle transition from Stage IB to Stage II, marking female puberty onset^40,41^, where FSH plays a central role. Our observation that loss of CCK signaling leads to a severe reduction in *fshb* synthesis, which is rescuable by exogenous CCK, aligns robustly with recent breakthroughs in the field. Specifically, seminal studies in medaka^8^ and zebrafish^9^ have identified CCK as a potent FSH-RH. Our data, derived from comprehensive genetic knockout models, provide independent confirmation of this conserved physiological axis, reinforcing the consensus that CCK directly modulates FSH output to drive gametogenesis in teleosts. Evolutionarily, teleosts exhibit a direct CCK-FSH regulatory axis, wherein FSH-producing gonadotropes express functional CCKRs^8,42,43^. This architecture allows the satiety hormone CCK to directly modulate FSH output, representing a key adaptation in broadcast spawners like zebrafish that require sustained energy investment into oogenesis. In contrast, mammals exhibit a different strategy: FSH and LH are co-produced by the same gonadotropes, which lack CCKRs, implying that FSH regulation in these groups is indirect and likely mediated through upstream hypothalamic signals^44–46^.

Upon completion of gametogenesis, the gonads enter the final maturation stage, during which LH plays a critical role in promoting oocyte maturation and ovulation. In *lhb*^*−/*^^−^ zebrafish, oocyte growth proceeds normally, but final maturation and ovulation are significantly impaired^11,12,47^. Building upon the established role of CCK as a major FSH-RH, our study reveals a significant expansion of its neuroendocrine repertoire: CCK also functions as a critical regulator of LH in zebrafish. Both *cck1*^*−/−*^*;cck2*^*−/−*^ and *cckbrb*^*−/−*^ mutants exhibited markedly reduced pituitary LH expression, implicating CCK in LH synthesis and secretion. The apparent discrepancy with earlier studies emphasizing a specific FSH-RH role may reflect differences in experimental focus and interpretation. Our data show that CCKBRb is enriched in a subpopulation of pituitary gonadotropes co-expressing *fshb* and *lhb* transcripts^43^, suggesting that CCK may directly influence *lhb* expression in a subset of responsive cells. This interpretation aligns with previous calcium imaging studies in zebrafish, which reported that CCK elicits robust calcium responses in FSH cells, whereas responses in LH cells were described as “weaker” and “varied widely” (20–100% of cells responding)^9^. Such variability supports our model that CCK does not universally activate all LH gonadotropes, but instead targets a specific subpopulation—likely the bi-hormonal (FSH/LH co-expressing) cells that also express *cckbrb*. In our primary pituitary culture system, the expansion of this bi-hormonal subpopulation under culture conditions may amplify the observed *lhb* response, offering a plausible explanation for the discrepancy between the robust in vitro induction and the more variable in vivo calcium signals. Meanwhile, the marked in vivo suppression of LH-related phenotypes may partially result from indirect effects due to impaired gonadal function and loss of gonadal feedback. Furthermore, while primary pituitary culture demonstrates that CCK has the intrinsic capacity to stimulate *lhb* expression, the magnitude of this response in vitro may be influenced by culture-induced cellular plasticity. Together, these findings support a cautious interpretation: CCK contributes to LH regulation, but the extent of its physiological role in vivo remains to be fully clarified.

In summary, our findings demonstrate that CCK signaling exerts stage-specific and multi-level regulatory effects on zebrafish gonadal development (Fig. 5i). During the embryonic stage of primordial gonad formation, CCK ensures sufficient germ cell pools via gonadotropin-independent PGC proliferation. At the gonadal differentiation stage, CCK maintains somatic cell integrity (preventing apoptosis) and enables timely meiotic initiation, averting masculinization. Throughout the developmental phase, CCK directly stimulates FSH synthesis through pituitary CCKBRb, driving gametogenesis. Thus, hypothalamic and peripheral CCK can act through gonadotropin-dependent and -independent pathways, respectively, in teleost reproduction.

## Methods

### Animals

Zebrafish (*Danio rerio*, AB strain) and the *tp53* mutant line (Catalog ID: CZ267) were obtained from the China Zebrafish Resource Center (CZRC) and maintained in recirculating aquaculture systems (28 ± 0.5 °C; 14:10-hour light: dark cycle). KM mice (male, 8-week-old, 35–45 g) were provided by the Laboratory Animal Center of Huazhong Agricultural University. All animal procedures were approved by the Institutional Animal Care and Use Committee of Huazhong Agricultural University (IACUC No. HZAUFI-2023-028) and complied with national ethical guidelines. For experiments performed at early developmental stages, sex could not be determined reliably and was therefore not considered in the experimental design or analysis. For adult zebrafish and mouse experiments, sex was determined and is indicated where applicable in the corresponding Methods sections and figure legends. Where sex information was collected, data were reported accordingly and disaggregated by sex where appropriate.

### Generation of zebrafish mutants

*cck1*^*−/−*^, *cck2*^*−/−*^, and *cckbrb*^*−/−*^ zebrafish mutant lines were generated via CRISPR/Cas9-mediated genome editing. The guide RNA (gRNA) target sequences were as follows: *cck1*—GTGGAGAGAGCAGCCAGCAGGG (exon 2); *cck2*—GCTGAGGTTGGCGCGGGTGTCGG (exon 1); and *cckbrb*—GGATGTGTTGCTGCGGGGTCGG (exon 5). gRNA and Cas9 protein were co-injected into zebrafish embryos at the one-cell stage by using Digital Pneumatic Microinjection Pump (DMP-300, Micrology (Wuhan) Precision Insuments, Ltd). Founders were outcrossed to WT, and F1 progeny were genotyped by Sanger sequencing. The *cck1*^*−/−*^*;cck2*^*−/−*^ double knockout line was established by crossing *cck1*^*−/−*^ and *cck2*^*−/−*^ single mutants. *lhb*^*−/−*^, *fshb*^*−/−*^ and *lhb*^*−/−*^;*fshb*^*−/−*^ lines were established and characterized as previously described^48^. To generate the *cckbrb*^*−/−*^*;tp53*^*−/−*^, *cckbrb*^*+/−*^ heterozygotes were crossed with *tp53*^*+/−*^ (CZ267). The resulting progeny were genotyped and intercrossed over multiple generations to screen for and establish the double homozygous mutant line.

### Histological analysis

Adult fish (WT and mutants) were euthanized, and gonads fixed in Bouin’s solution for a minimum of 24 h. Fixed specimens were dehydrated, embedded in paraffin, and sectioned at 5 μm thickness using a Leica microtome. Sections were stained with hematoxylin and eosin (H&E), dehydrated, mounted, and scanned using a Digital Pathology Slide Scanner (KF-PRX-040; Novelsis, Halkapınar, Izmir, Turkey). Folliculogenesis and spermatogenesis staging followed Mitchell et al.^49^ and were quantified using ImageJ v1.53. Quantitative analysis of folliculogenesis was performed using a proportional staging method. To obtain a representative profile, all follicles across a systematic, non-adjacent series of sections (e.g., every 5th section) spanning the entire ovary were counted and classified into five developmental stages: primary growth (PG), pre-vitellogenic (PV), early-vitellogenic (EV), mid-vitellogenic (MV), and full-grown (FG). The results are expressed as the percentage distribution of follicles across these stages and are designed to compare the relative composition of the follicular population between samples, not to report absolute follicle counts.

### Analysis of courtship behaviors

Courtship behaviors in male zebrafish were evaluated following the methodology described by Mitchell et al. ^49^. The following behavioral parameters were recorded: chase (following or swimming alongside the female), tail-nose contact (touching the female’s side or tail with the male’s nose or head), zig-zag (tail sweeping and circling along the female’s body), encircle (circling around or in front of the female), and quiver (rapid tail oscillation against the female’s side). Ten-minute video recordings were obtained for all four genotypes (Supplementary Movie 1 and 2 are provided as representative 2-minute clips). To rule out general motor deficits as a confounding factor, feeding-driven locomotor activity was assessed in a separate cohort (*n* = 12 per group). Fish were fasted overnight and acclimatized in observation tanks (20 × 25 × 15 cm). Following the introduction of live Artemia to the center of the tank, swimming trajectories were recorded for 1 min and analyzed using Tracker® 6.0 (Open Source Physics) to quantify swimming velocity. Finally, to determine if the courtship defects were caused by androgen deficiency, a pharmacological rescue experiment was performed. Sexually mature male zebrafish (WT and *cckbrb*^*−/−*^) were immersed in system water containing Testosterone (100 ng/L; Catalog No. T5411, Sigma-Aldrich) or vehicle control overnight (12 h). The next morning, males were rinsed, paired with size-matched wild-type females, and their courtship behaviors were recorded for 10 min and quantified as described above.

### Cell transfection and CRE-luciferase reporter assay

To investigate the functional coupling and ligand affinity of zebrafish CCKRs, we utilized a CRE-driven luciferase reporter system to monitor the cAMP/PKA signaling pathway, adapting protocols from previous studies^10^. Briefly, the open reading frames (ORFs) of zebrafish *cckar* (Gene ID: 569038), *cckbra* (Gene ID: 100137117), and *cckbrb* (Gene ID: 100331465) were subcloned into the eukaryotic expression vector pcDNA3.1/Zeo(-), generating CCKR expression constructs. These constructs were transfected into HEK-293T cells (Catalog No. WN-10257, Warner Bio, Wuhan, China) to establish stable cell lines expressing each receptor.

For the reporter assay, the stable cells were transiently transfected with the pGL4.29[luc2P/CRE/Hygro] vector (Promega) containing cAMP response elements (CRE) and the pRL-TK Renilla luciferase vector (Promega) as an internal control. After 24 hours of transfection, cells were treated with graded concentrations of synthetic CCK1 or CCK2 peptides (ranging from 10^−11^ to 10^−5 ^M) for 6 h. Luciferase activity in the lysates was measured using the Dual-Glo™ Luciferase Assay System (E2920, Promega) with a Lumat LB9507 luminometer (EG&G, Gaithersburg, MD, USA). The relative luciferase activity (Firefly/Renilla) was calculated, and EC50 values were determined using non-linear regression analysis (sigmoidal dose-response) in GraphPad Prism.

### Primary cell culture

The hypothalamus and pituitaries of zebrafish were isolated and processed using a trypsin/DNase II/EDTA digestion protocol^10^. Dissociated cells from the hypothalamus and pituitary were seeded in 24-well plates at a density of 1 × 10^5^ cells/mL per well. Initial culturing was performed in plating medium at 28 °C in a 5% CO_2_ environment. After 24 h of cultivation, cells were exposed to specific drugs for an additional 24 h. After 24 h of initial culture, cells were treated with specific peptides to test direct regulation. Primary pituitary cells were incubated with GnRH3 peptide (1 nM, 10 nM) for 24 hours. Hypothalamic cells were treated with CCK peptides (10 nM, 100 nM) for 3 or 24 h. All peptides were synthesized by GenScript (Nanjing, China) with purity >95%. The specific sequences of the non-sulfated octapeptides used in this study were: CCK peptide 1 (DYLGWMDF-NH_2_) and CCK peptide 2 (DYVGWMDF-NH_2_). Gene expression was subsequently analyzed by qRT-PCR.

### Hypothalamic-pituitary (H-P) co-culture and antibody blocking

To dissect the direct and indirect regulation of LH, a transwell co-culture system was established using the primary cells described above. Dispersed hypothalamic cells were seeded onto the semi-permeable membrane of transwell inserts (0.4 µm pore size, Corning), while pituitary cells were seeded in the lower compartment of 24-well plates. Cells were co-cultured in plating medium for 24 hours to allow intercellular communication via soluble factors. For the blocking experiment, the system was treated with: (1) Vehicle control; (2) CCK peptide alone (10 nM); or (3) CCK peptide combined with an affinity-purified GnRH3-neutralizing antibody (1:500 dilution; custom-synthesized by Dia-An, Wuhan). After 24 h of treatment, pituitary cells in the lower chamber were harvested for RNA extraction and *lhb* expression analysis via qRT-PCR. While the functional blockade of GnRH3 was performed using an affinity-purified antibody compared against a vehicle (PBS) control, we acknowledge that the absence of an identically processed non-immune IgG control limits our ability to completely exclude potential non-specific effects of co-purified serum components. Therefore, the interpretation of the GnRH blockade results should be approached with appropriate caution.

### Immunostaining, in situ hybridization, and apoptosis analysis

#### Immunostaining and apoptosis assay

To visualize PGCs in vivo, whole-mount immunostaining was performed at 24 hpf using the Piwil1 antibody (CZPA2, CZRC; 1:500) as the primary antibody and Alexa Fluor 594 goat anti-rabbit IgG (Yeasen, 1:200) as the secondary antibody, following the method described by Tao et al. ^50^. For apoptosis detection, Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) analysis was conducted using the TUNEL Apoptosis Detection Kit (YSFluor 488, Yeasen, China) according to the manufacturer’s protocol. Whole-mount fluorescent images were captured using a fluorescence stereomicroscope (M205FA, Leica)^51^.

#### Tissue section immunofluorescence (IF)

For immunofluorescence analysis of the zebrafish hypothalamus, pituitary, or testes, tissue sections were fixed with 4% paraformaldehyde (PFA). After three washes with cold PBS, samples were blocked with blocking solution (PBS containing 0.1% Triton-100, 1% BSA, and 1% DMSO) for at least 1 hour. Primary antibodies were diluted in the blocking solution and incubated with the samples overnight at 4 °C. After washing with PBS, sections were incubated with secondary antibodies conjugated with Alexa Fluor® 488 or 594 (Yeasen). Nuclei were counterstained with DAPI.

#### Combined fluorescence in situ hybridization (FISH) and immunofluorescence (IHC)

To co-localize *cckbrb* mRNA with LH protein, a sequential FISH and IHC protocol was performed. First, FISH was conducted using a digoxigenin (DIG)-labeled RNA probe specific for *cckbrb* (Probe sequence provided in Supplementary Table 2). Following the FISH procedure, sections were washed and blocked for IHC. Samples were then incubated with the anti-LH primary antibody (1:500) overnight at 4 °C, followed by the appropriate secondary antibody.

#### Antibodies and Imaging

The following commercial antibodies were used: anti-CCK (C2581, Merck; 1:1000), anti-Vasa (2008, Dia-An; 1:800), anti-SYCP3 (CZPA3, CZRC; 1:1000), anti-SOX9a (ab209820, Abcam; 1:1000), anti-Histone H3 (ab183626, Abcam 1:1000), and anti-PCNA (ab29, Abcam; 1:1000). The anti-GnRH3 (1:500), anti-LH (1:500), and anti-FSH (1:500) antibodies were custom synthesized by Dia-An (Wuhan). The specificity of these antibodies was empirically validated via Western blot or antigen pre-absorption tests. Confocal images for tissue sections were captured using a confocal microscope (FV3000, Olympus).

### Embryonic CCK rescue

The rescue protocol was adapted from Zhai et al. ^52^. Briefly, embryos, generated from *cck1*^*+/−*^*;cck2*^*+/−*^ heterozygous crosses, were then incubated in E3 medium containing a CCK cocktail (0.02 µg/mL CCK1 and 0.02 µg/mL CCK2). The control group was treated with the same concentration of DMSO. All experimental groups were processed at 14 dpf. Tail fins were excised from each fish for genotyping, and gonadal cells were subjected to immunohistochemical analysis to detect the expression of SYCP3 protein in the gonadal cells.

### CCK feed supplementation

Briefly, CCK1 (1 mg) and CCK2 (1 mg) were dissolved separately in 1 mL dimethyl sulfoxide (DMSO), then diluted to 5 mL with anhydrous ethanol. The mixture was evenly sprayed onto the surface of 10 g commercial fish feed and left at room temperature for 15 min to allow for adequate adsorption. The feed was then covered with aluminum foil and incubated in a 30 °C incubator for 10 h to stabilize the active components on the feed. During the experiment, the daily feeding amount was set at 3% of the fish body weight. Feeding was carried out at regular intervals following standard aquaculture procedures to ensure stable consumption. Prior to each feeding, the treated feed was thoroughly mixed to ensure consistent dosing across all feedings.

### Quantification of CCK absorption (ELISA)

To validate the effective absorption of exogenous CCK, peptide concentrations were measured using a fish-specific Cholecystokinin (CCK) ELISA kit (Catalog No. CSB-E13054Fh-1, Cosmo Bio USA).

#### For feeding supplementation

Adult zebrafish were fed either the basal diet or the CCK-supplemented diet. Blood samples were collected 1.5 hours post-feeding. Blood from ten individual fish was pooled to constitute one biological replicate (*n* = 3). Plasma was separated by centrifugation at 861 × *g* for 10 min at 4 °C, and CCK concentration was quantified following the manufacturer’s instructions.

#### For larval immersion

Zebrafish larvae at 48 hpf were subjected to waterborne CCK immersion for 1 h. Following treatment, larvae were washed thoroughly three times with fresh E3 medium. 20–30 larvae were pooled for each biological replicate (*n* = 3) and homogenized to measure internal CCK concentration.

### Feeding rate

One day prior to the experiment, fish were individually weighed and placed into numbered transparent plastic bowls for acclimatization in a light-controlled incubator. The feeding amount was set at 6% of the fish body weight, and feeding occurred at 9:00 A.M. the following day. One hour after feeding, residual food was collected using a pipette, dried, and weighed. The feeding rate was calculated using the formula: Feeding rate (%) = [(Amount of feed provided—Amount of residual feed)/Body weight] × 100%.

### Intraperitoneal injection

#### Zebrafish experiments

CCK1 and CCK2 peptides were diluted in 0.65% fish physiological saline to a final concentration of 0.1 μg/μL. A dosage of 1 μg per fish was prepared for injection. Three-month-old wild-type zebrafish were randomly assigned to experimental groups (*n* = 32 per group), with an equal distribution of 16 males and 16 females. After 24 h of fasting, fish were anesthetized with 0.05% MS222 and received intraperitoneal injections using a microinjection syringe. Following injection, fish were immediately returned to their tanks for continued maintenance. After 24 h, fish were collected. Due to their small size, four pituitaries were pooled to constitute a single sample, which was then rapidly frozen in liquid nitrogen and stored for RNA extraction and RT-qPCR analysis.

#### Mouse experiments

Intraperitoneal injections followed a modified protocol based on Motojima et al.^53^. CCK-8 (Peptide Institute, Osaka, Japan) was dissolved in 0.9% sterile physiological saline. Mice were divided into two groups (*n* = 12 per group) receiving either saline as a control or CCK-8 (50 μg/kg body weight). Pituitary glands were collected under anesthesia at 6 and 12 h post-injection, respectively.

### Ovulation induction experiment

The experiment was adapted and optimized from Tang et al. ^54^. Healthy female zebrafish were selected and maintained in 3 L tanks at a density of 4 fish per liter under controlled conditions (28 °C, 14:10 light/dark cycle). On the experiment day, two fish were anesthetized with MS222, and their body weights were precisely measured using an analytical balance. Different treatments were administered intraperitoneally using a 32-gauge Hamilton syringe: the control group was injected with Ringer’s solution (pH 7), while the experimental groups received CCK1 (1 μg/g body weight) and LH (200 ng/g body weight). The LH utilized was recombinant zebrafish LH protein (Beijing VJTBio Co.,LTD, Beijing, China). The injection doses for CCK1 and LH were determined based on previous experiments exploring spawning induction within the range of 0.1–4 μg/g.

After injection, the fish were returned to the breeding tanks and allowed to recover for 2–3 h. Spawning was induced by gentle abdominal pressure, and successful ovulation was confirmed when eggs were expelled. A total of 14 female zebrafish were used per group, with three replicate experiments conducted. The number of successful ovulations per group was recorded to assess the effects of different treatments on reproductive characteristics.

### qRT-PCR

Total RNA was extracted from zebrafish tissue using the Trizol method (Invitrogen). cDNA was synthesized using the HiFiScript All-in-One RT Master Mix for qPCR kit (CWBIO, Beijing). Primer sequences are provided in Supplementary Table 2. PCR amplification was performed using SuperStar Universal SYBR Master Mix (CWBIO, Beijing) on an ABI 7500 Real-Time PCR System. The thermal cycling conditions were as follows: 95 °C for 5 min, followed by 45 cycles of 95 °C for 10 seconds (denaturation), 60 °C for 10 s (annealing), and 72 °C for 10 s (extension). *ef1a* was used as the internal control. Each sample was performed in triplicate technical repeats.

### Single-cell RNA-seq library construction and sequencing

For zebrafish scRNA-seq, 6-month-old male zebrafish from the *cck1*^*−/−*^*;cck2*^*−/−*^ (weight = 366 ± 35 mg) and WT (weight = 312 ± 27 mg) groups were selected (*n* = 30 per group). Pituitary and hypothalamic tissues were dissected, washed in ice-cold minimal essential medium, and dissociated using trypsin, EDTA, and DNase II. After cell counting, cells were washed twice in NeuroGro medium (T710KJ, BasalMedia, Shanghai, China) and resuspended in PBS at a concentration of 1 × 10⁶ cells per mL. Samples were sent to OE Biotech (Shanghai, China) for scRNA-seq. Following preliminary quality control using CellRanger v5.0.0, further quality control and processing were performed using the Seurat package (version 4.1.0), with specific sequencing methods and analysis described in Supplementary Table 3. The scRNA-seq data are available in NCBI’s Gene Expression Omnibus (GEO) under the accession numbers GSE296008 and GSE295139. Additionally, single-cell transcriptomics of 7-week-old adult male mouse pituitary cells from the Gene Expression Omnibus (GEO) database under the accession number GSE120410^55^.

### Data transformation and statistical analysis

Transcription levels were measured by qRT-PCR using the ABI 7500 SDS v1.5.1 software, and calibrated using a standard curve (dynamic range: 10⁵, correlation coefficient: >0.95). The housekeeping gene *ef1a* was used as the internal control, and target gene mRNA levels were normalized and expressed as percentages of the control group (“%Ctrl”). Data from 4 to 8 replicates (mean ± SEM) were analyzed by one-way ANOVA to assess significant differences between treatments. Post-hoc analysis was performed using Dunnett’s test in SPSS Statistics 26.0 (Chicago, IL, USA).

### Sample size determination

No statistical methods were used to predetermine sample size. Sample sizes were chosen based on common practice in the field, previous experience with similar zebrafish experiments, and sample availability. For each experiment, the sample size and the definition of *n* are provided in the corresponding figure legends or Methods section. Where applicable, experiments were independently repeated with similar results to ensure reproducibility.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The raw bulk RNA-seq data generated in this study have been deposited in the NCBI BioProject database under accession code PRJNA1441806. The scRNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession codes GSE296008 and GSE295139. The published single-cell transcriptomic dataset analysed in this study is available in GEO under accession code GSE120410. Other data supporting the findings of this study are available within the paper, its Supplementary Information, and the Source Data file. Source data are provided with this paper.

# Supplementary material for: Cholecystokinin coordinates gonadotropin-dependent and independent pathways to orchestrate zebrafish gonadal development
**Source:** Nat Commun. 2026 Apr 18;17:5392. doi: 10.1038/s41467-026-72039-x
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information for

Cholecystokinin coordinates gonadotropin-dependent and independent pathways to orchestrate zebrafish gonadal development

### Supplementary Figures

**Supplementary Fig. 1** | Expression profiles of zebrafish CCK ligands and CCK receptors across various tissues.

**Supplementary Fig. 2** | Gene structure of *cckbrb* and CRISPR/Cas9 targeting strategy.

**Supplementary Fig. 3** | Analysis of mating behaviors in *cck1<sup>-/-</sup>;cck2<sup>-/-</sup>* zebrafish.

**Supplementary Fig. 4** | Locomotor activity driven by feeding stimulus in *cck1<sup>-/-</sup>;cck2<sup>-/-</sup>* and *cckbrb<sup>-/-</sup>* zebrafish.

**Supplementary Fig. 5** | Testicular androgen levels in *cckbrb<sup>-/-</sup>* zebrafish.

**Supplementary Fig. 6** | Testosterone immersion rescues the impaired courtship behaviors in *cckbrb<sup>-/-</sup>* zebrafish.

**Supplementary Fig. 7** | Dot plot revealing distinct marker gene expression patterns across zebrafish pituitary cell populations.

**Supplementary Fig. 8** | Dynamics of stemness gene expression during gonadotrope differentiation.

**Supplementary Fig. 9** | Confirmation of CCK feeding efficacy and resulting impact on pituitary *fshb* expression.

**Supplementary Fig. 10** | Effects of CCK-containing diet on gonad development in wild-type and *fshb<sup>-/-</sup>* zebrafish.

**Supplementary Fig. 11** | Immunohistochemical staining of GnRH3 protein in hypothalamic sections from male *cckbrb<sup>+/+</sup>* and *cckbrb<sup>-/-</sup>* zebrafish.

**Supplementary Fig. 12** | Single-cell RNA sequencing analysis of the zebrafish hypothalamus.

**Supplementary Fig. 13** | Effects of GnRH3 on gonadotropin expression in pituitary cells *in vitro*.

**Supplementary Fig. 14** | Hypothalamic-Pituitary (H-P) co-culture system and functional assessment of dual CCK regulation.

**Supplementary Fig. 15** | Co-localization of *cckbrb* mRNA and LH protein in the adult male zebrafish pituitary gland.

**Supplementary Fig. 16** | Cholecystokinin-8 does not regulate pituitary *lhb* and *fshb* gene expression in male mice.

**Supplementary Fig. 17** | Morphological and histological analysis of gonads in *lhb* and *fshb* knockout zebrafish models.

**Supplementary Fig. 18** | Immunofluorescence co-expression analysis of VASA and SYCP3 proteins in the testes of *lhb* and *fshb* single and double knockout zebrafish models.

**Supplementary Fig. 19** | Sex ratio and mating success in *lhb* and *fshb* knockout zebrafish models.

**Supplementary Fig. 20** | Immunofluorescence analysis of germ cell proliferation in *cckbrb*<sup>-/-</sup> zebrafish at different developmental stages.

**Supplementary Fig. 21** | Representative western blots showing the expression levels of Histone H3 in gonads from Wild-type (WT) and *cckbrb*<sup>-/-</sup> zebrafish at 45, 90, and 180 days post fertilization (dpf).

**Supplementary Fig. 22** | Co-expression analysis of VASA and SYCP3 in gonads of WT, *fshb*<sup>-/-</sup>, *lhb*<sup>-/-</sup>; *fshb*<sup>-/-</sup>, and *cckbrb*<sup>-/-</sup> zebrafish.

**Supplementary Fig. 23** | Western blot analysis of the meiotic marker SYCP3 in WT, *fshb*<sup>-/-</sup>, *lhb*<sup>-/-</sup>; *fshb*<sup>-/-</sup>, and *cckbrb*<sup>-/-</sup> zebrafish.

**Supplementary Fig. 24** | Temporal analysis of meiosis in testicular tissue at 60, 120, and 150 dpf in WT and *cck1*<sup>-/-</sup>; *cck2*<sup>-/-</sup> zebrafish using VASA/SYCP3 co-staining.

**Supplementary Fig. 25** | Quantification of internal CCK concentration in larval zebrafish following waterborne immersion.

**Supplementary Fig. 26** | Analysis of SYCP3 expression in *cckbrb*<sup>-/-</sup>; *tp53*<sup>+/+</sup> and *cckbrb*<sup>-/-</sup>; *tp53*<sup>-/-</sup> zebrafish gonads.

## **Supplementary Tables**

**Supplementary Table 1** | EC<sub>50</sub> Values for Zebrafish CCK Receptors.

**Supplementary Table 2** | The primers used in the study.

**Supplementary Table 3** | Single-cell RNA sequencing and analysis.

**Supplementary Fig. 1**

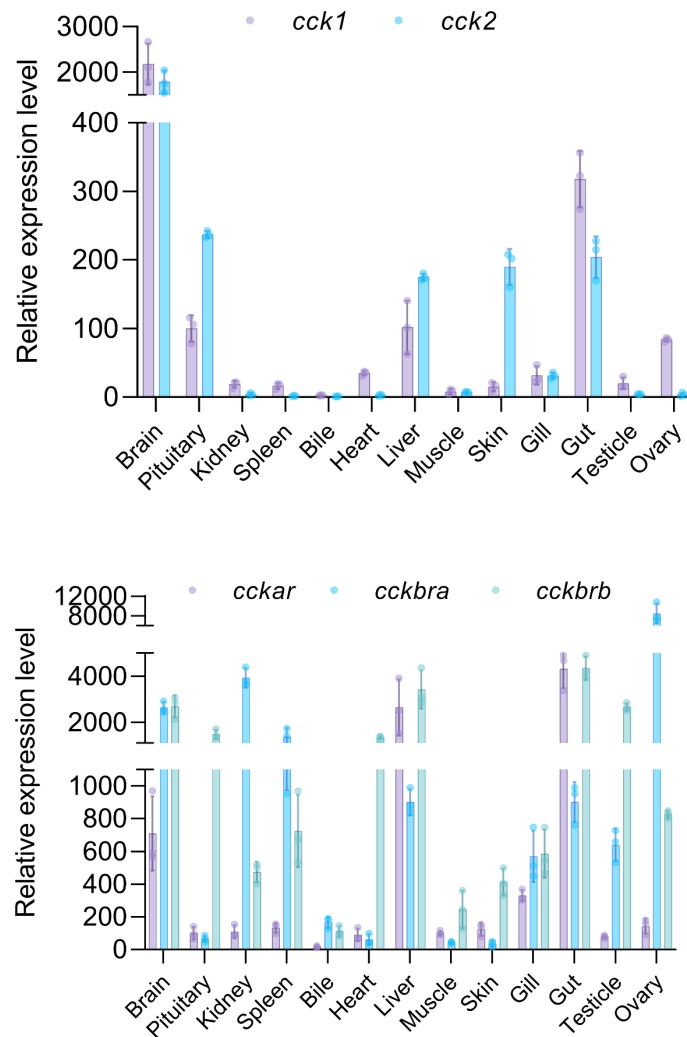

**Supplementary Fig. 1 | Expression profiles of zebrafish CCK ligands and CCK receptors across various tissues.** The relative mRNA expression levels of CCK ligands (*cck1*, *cck2*) and CCK receptors (*cckar*, *cckbra*, *cckbrb*) were quantified in adult zebrafish tissues. Data were determined by quantitative real-time PCR (qPCR) and normalized to the endogenous reference gene, elongation factor 1a (*ef1a*). Expression levels are presented as Relative Expression (Arbitrary Units). Data are shown as mean  $\pm$  s.e.m. (standard error of the mean) for  $n = 3$  independent biological replicates. For pituitary, gallbladder, and kidney, each replicate was composed of four pooled organs from different individuals.

## Supplementary Fig. 2

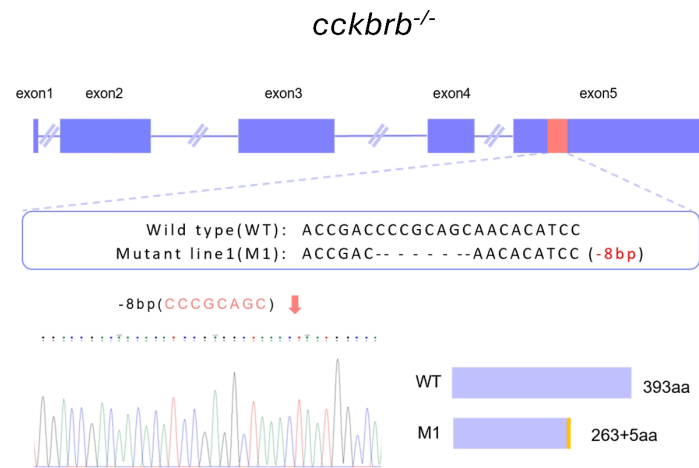

**Supplementary Fig. 2 | Gene structure of *cckbrb* and CRISPR/Cas9 targeting strategy.** Schematic diagram illustrating the genomic structure of the zebrafish *cckbrb* gene, which consists of five exons. The CRISPR/Cas9-mediated targeting strategy was designed using a guide RNA (gRNA) targeting Exon 5 (indicated by an arrow). This targeting resulted in an 8 base pair (bp) deletion ( $\Delta 8$  bp) at the gRNA site. This mutation is predicted to induce a frameshift and generate a premature termination codon (PTC), leading to a functional *cckbrb* knockout line. The location of the gRNA target site and the primers used for genotyping are indicated.

### Supplementary Fig. 3

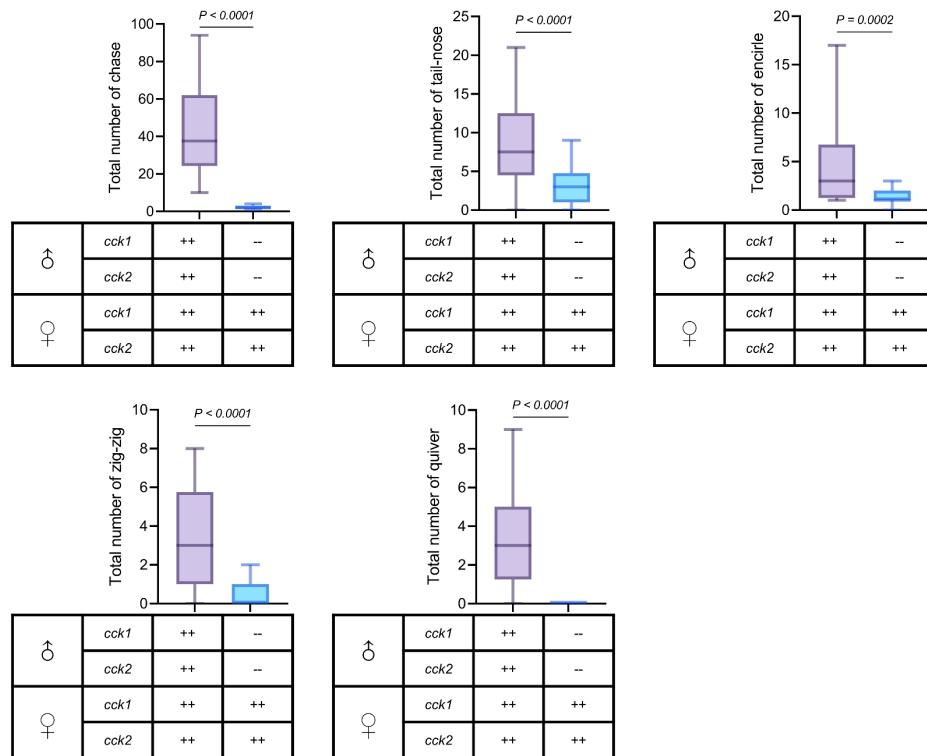

### Supplementary Fig. 3 | Analysis of mating behaviors in *cck1*<sup>-/-</sup>;*cck2*<sup>-/-</sup> zebrafish.

Schematic representation of typical male zebrafish courtship behaviors, including Chase, Tail-nose, Encircle, Zig-zag, and Quiver. Box plots showing the frequency of each courtship behavior performed by males of different genotypes during a 10-minute observation period. Data are presented as median, interquartile range (IQR), and min-max values ( $n = 24$  per group).

## Supplementary Fig. 4

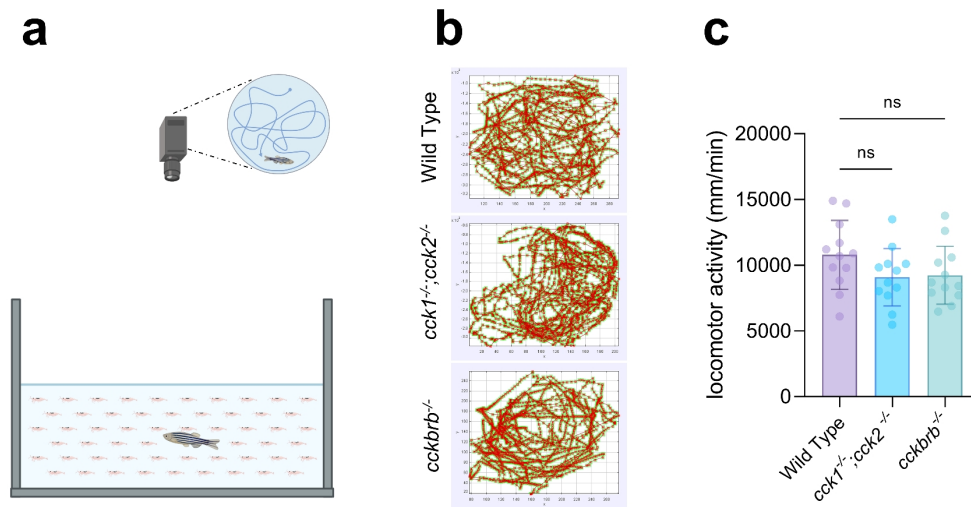

**Supplementary Fig. 4 | Locomotor activity driven by feeding stimulus in *cck1*<sup>-/-</sup>;*cck2*<sup>-/-</sup> and *cckbrb*<sup>-/-</sup> zebrafish.** **a** Experimental scheme. Created in BioRender. Li, H. (2026) <https://biorender.com/qm1v0y9>. **b** Representative swimming traces of wild-type, *cck1*<sup>-/-</sup>;*cck2*<sup>-/-</sup> and *cckbrb*<sup>-/-</sup> zebrafish. **c** Quantification of feeding-driven locomotor activity. Data are presented as mean  $\pm$  s.e.m. from  $n = 12$  independent fish per group. Statistical significance was determined by one-way ANOVA followed by Dunnett's multiple-comparisons test.

### Supplementary Fig. 5

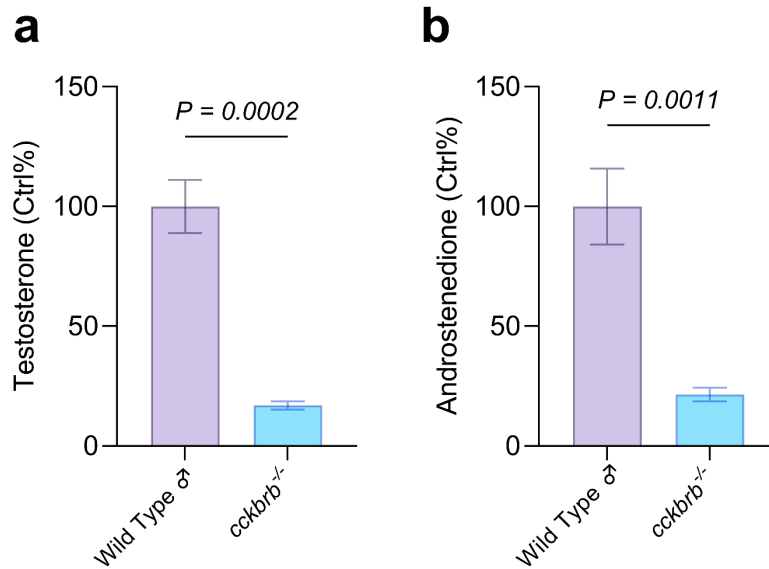

**Supplementary Fig. 5 | Testicular androgen levels in *cckbrb*<sup>-/-</sup> zebrafish.** The levels of key androgen hormones were quantified in the testes of *cckbrb*<sup>-/-</sup> and wild-type (WT) male zebrafish. **a** Relative levels of testosterone in WT and *cckbrb*<sup>-/-</sup> testes. **b** Relative levels of androstenedione in WT and *cckbrb*<sup>-/-</sup> testes. Androgen quantification was performed using metabolomic analysis. Data were normalized to the mean value of the Wild-type (WT) male testes group. Data are presented as the mean  $\pm$  s.d. (standard deviation) for  $n = 3$  independent biological replicates. Each biological replicate represents a pooled sample composed of the testes from ten individual male zebrafish. Statistical significance was determined by two-sided unpaired Student's *t*-test.

**Supplementary Fig. 6**

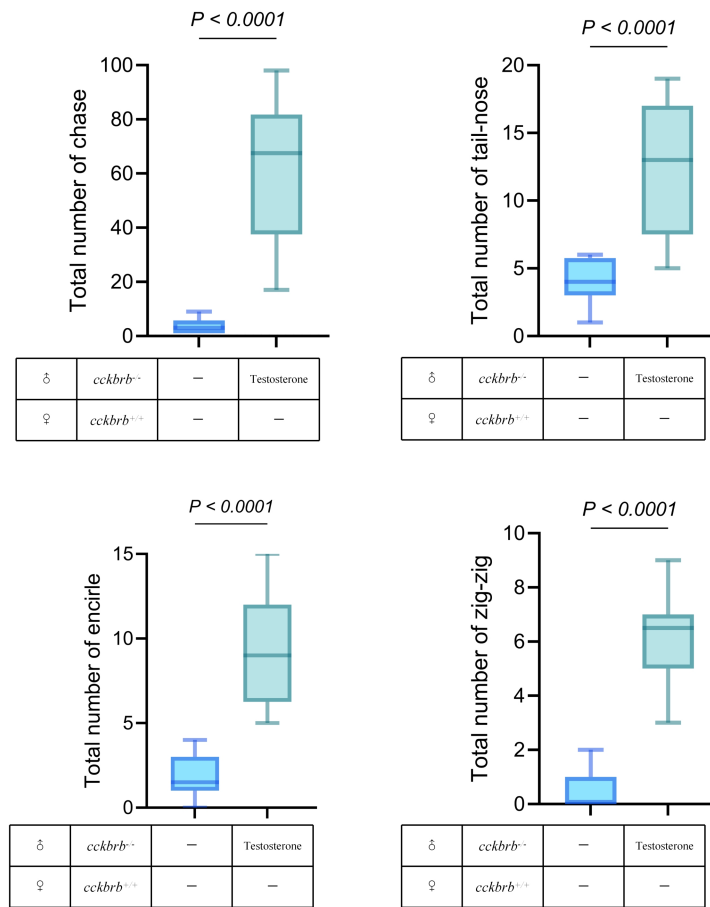

**Supplementary Fig. 6 | Testosterone immersion rescues the impaired courtship behaviors in *cckbrb*<sup>-/-</sup> zebrafish.** The effect of exogenous testosterone on male courtship behavior was assessed in wild-type (WT) and *cckbrb*<sup>-/-</sup> zebrafish. Male fish were treated with testosterone immersion prior to behavioral assessment. The figure shows the frequency of each courtship behavior (chase, tail-nose, encircle and zig-zag) performed by males of different genotypes and treatments during a 10-min observation period. Data are presented using box plots, where the central line indicates the median, the box boundaries represent the interquartile range (IQR), and the whiskers denote the minimum and maximum values. The sample size for each group is  $n = 24$  independent pairings. Statistical significance was determined by two-sided unpaired Student's *t*-test. Source data are provided as a Source Data file.

**Supplementary Fig. 7**

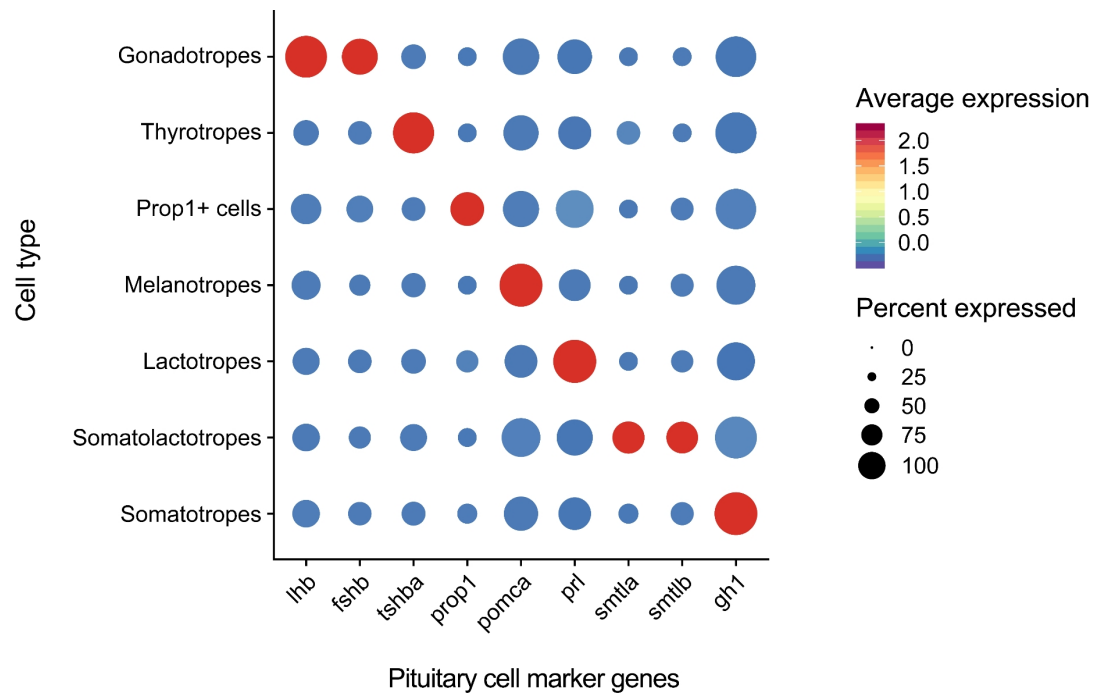

**Supplementary Fig. 7 | Dot plot revealing distinct marker gene expression patterns across zebrafish pituitary cell populations.** This visualization confirms the identity of seven major pituitary cell lineages based on their expression of established canonical marker genes. The color intensity of the dots represents the average gene expression level, while the size of the dots indicates the percentage of cells expressing the respective gene within each designated cell type.

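A dot plot of this kind shows, for each cell population, the mean level of a gene and the share of cells in which it was detected. In the clustering made here from the deposited counts, 27 clusters were found, and 4 of them had the highest level of at least 1 hormone gene. Hormone genes were left out of the clustering, so these levels did not define the clusters. In WT, *gh1* was at 302310 CPM in its highest cluster and 1976 CPM in the gonadotrope-like cluster, where it serves as a measure of free RNA. *pomca* was at 77390 CPM in its highest cluster and 149 CPM in the gonadotrope-like cluster. *prl*, *tshba*, *smtlb* and *smtla* shared 1 cluster, at 71907, 4430, 417 and 172 CPM. There, 133 of 168 WT cells held a *prl* UMI, 57 a *tshba* UMI, 20 a *smtlb* UMI and 22 a *smtla* UMI, so lactotropes, thyrotropes and somatolactotropes were not separated at this resolution. Of the 7 lineages of the dot plot, gonadotropes were the only 1 with a cluster that met the naming rule, which asked for at least 3 detected markers and leading genes that do not go against the name.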

## Supplementary Fig. 8

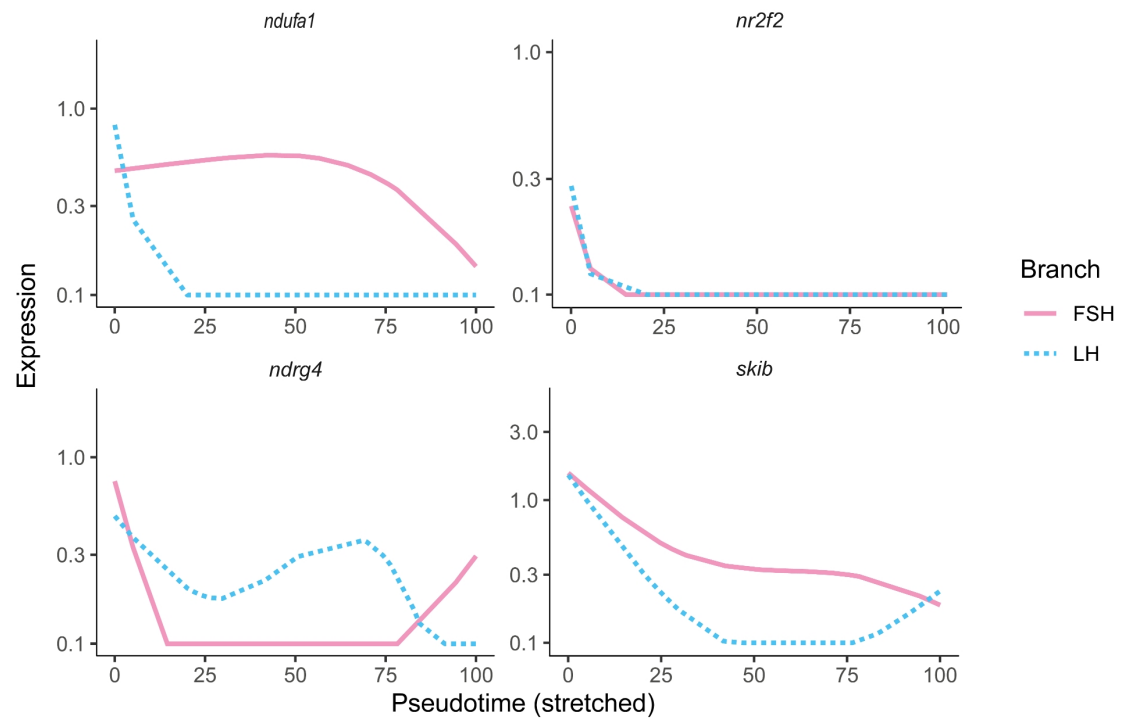

**Supplementary Fig. 8 | Dynamics of stemness gene expression during gonadotrope differentiation.** The figure shows the relative expression levels of the stemness-related genes *ndufa1*, *nr2f2*, *ndrg4*, and *skib* across the pseudotime trajectory of gonadotrope differentiation, determined by pseudotime analysis. The two trajectories are shown as FSH (pink solid line) and LH (blue dotted line) differentiation branches.

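The stemness-related genes were counted in the WT gonadotrope-like cells by hormone class, with no ordering in pseudotime. *ndufa1* (ENSDARG00000036329) was at 199 CPM in bi-hormonal cells (interval 139 to 277), 110 CPM in FSH-only cells (61.4 to 181) and 76.5 CPM in LH-only cells (58.5 to 98.3). The interval of the bi-hormonal cells lies above that of the LH-only cells and overlaps that of the FSH-only cells. With a single UMI making a cell positive, it was 86.9 to 135 and overlapped that of the LH-only cells (49.0 to 112). *skib* (ENSDARG00000008034) was at 250.5 CPM in bi-hormonal cells (182 to 336), above the 102 CPM in FSH-only cells (56.0 to 172) and overlapping the 197 CPM in LH-only cells (167 to 230). With the stricter threshold that 0.1% of the other cells exceeded, *skib* in bi-hormonal cells was at 74.9 CPM (15.5 to 219) and *ndufa1* at 150 CPM (55.0 to 326), below the 192 CPM of *ndufa1* in FSH-only cells. The ranks of both genes thus depend on the class definition. *ndrg4* (ENSDARG00000103937) was at 114 CPM in bi-hormonal cells (69.5 to 176), 110 CPM in FSH-only cells and 70.2 CPM in LH-only cells (53.1 to 91.2), with overlapping intervals. *nr2f2* (ENSDARG00000040926) had 1 UMI in bi-hormonal cells (5.69 CPM, 0.144 to 31.7) and none in FSH-only cells, which allows up to 21.9 CPM. LH-only cells had 25 *nr2f2* UMIs (31.4 CPM, 20.3 to 46.3).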

### Supplementary Fig. 9

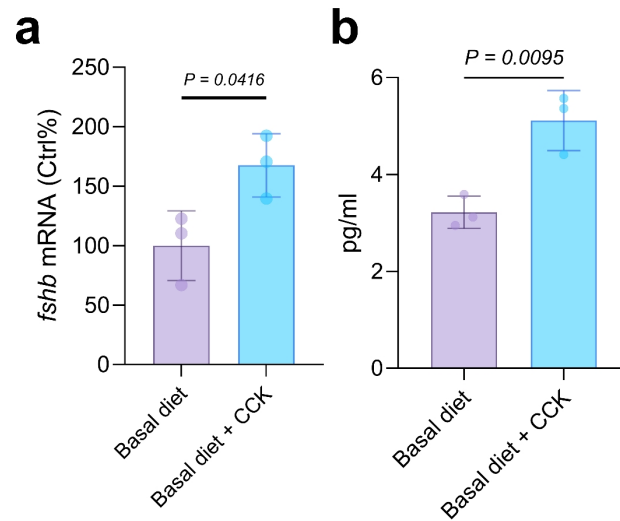

**Supplementary Fig. 9 | Confirmation of CCK feeding efficacy and resulting impact on pituitary *fshb* expression.** The figure confirms the effective absorption of dietary CCK and its subsequent biological effect, measured 1.5 hours post-feeding with a CCK-supplemented diet versus a normal diet. **a** Relative mRNA expression level of *fshb* in the pituitary gland (determined by qPCR). Data are presented as mean  $\pm$  s.e.m. for  $n = 3$  independent replicates. Each replicate is a pool of four pituitaries. **b** Plasma CCK concentration (determined by ELISA). Data are presented as mean  $\pm$  s.e.m. for  $n = 3$  independent replicates. Each replicate is a pool of blood from ten individual fish. Statistical significance was determined by two-sided unpaired Student's *t*-test.

## Supplementary Fig. 10

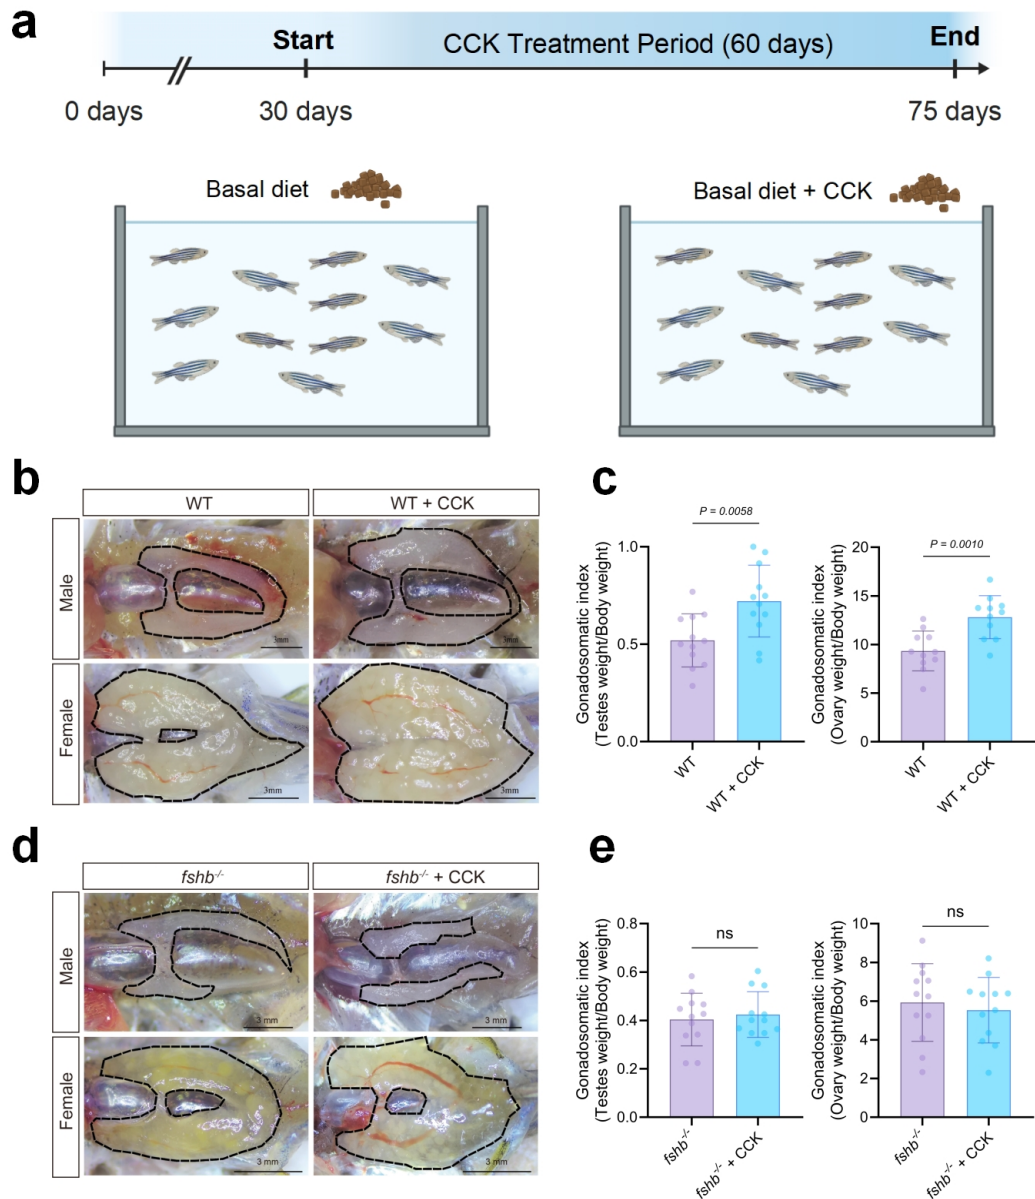

**Supplementary Fig. 10 | Effects of CCK-containing diet on gonad development in wild-type and *fshb*<sup>-/-</sup> zebrafish.** **a** Schematic diagram of the experimental timeline. Fish were fed the CCK diet for 45 days (from 30 to 75 dpf). Created in BioRender. Li, H. (2026) <https://biorender.com/v7qg9n0>. **b, d** Representative images of gonad morphology in Wild-type (WT) (**b**) and *fshb*<sup>-/-</sup> (**d**) zebrafish after the feeding period. Representative images from four independent experiments with similar results are shown. Scale bars, 3 mm. **c, e** Gonadosomatic Index (GSI) comparison in WT (**c**) and *fshb*<sup>-/-</sup> (**e**) male and female fish. Data are presented as mean ± s.e.m. for *n* = 12 independent fish per group. Statistical significance was determined by two-sided unpaired Student's *t*-test.

**Supplementary Fig. 11**

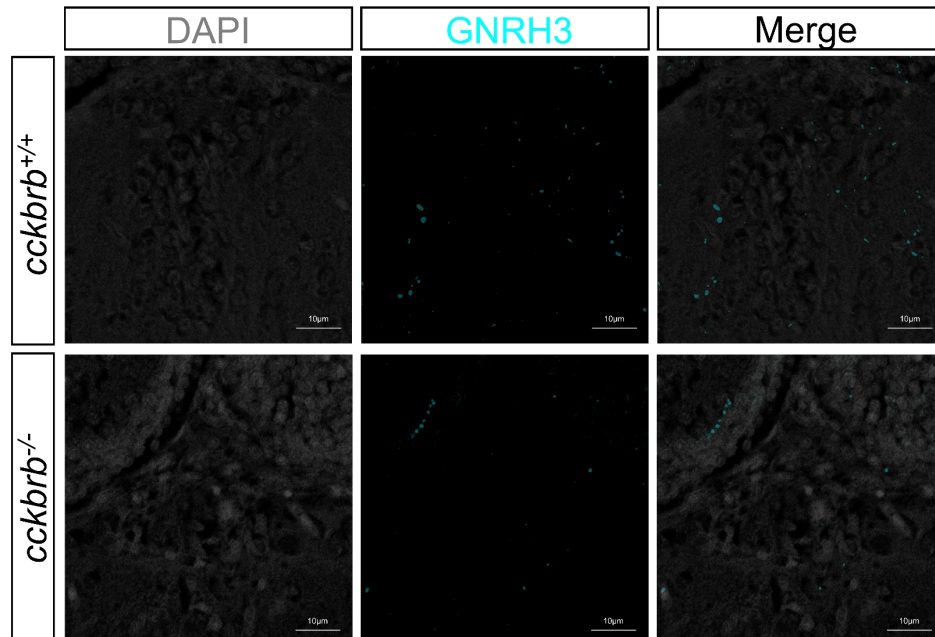

**Supplementary Fig. 11 | Immunohistochemical staining of GnRH3 protein in hypothalamic sections from male *cckbrb*<sup>+/+</sup> and *cckbrb*<sup>-/-</sup> zebrafish.** Representative images of Immunohistochemical (IHC) staining for GnRH3 protein in hypothalamic sections of male *cckbrb*<sup>+/+</sup> and *cckbrb*<sup>-/-</sup> zebrafish. Representative images from four independent experiments with similar results are shown.

## Supplementary Fig. 12

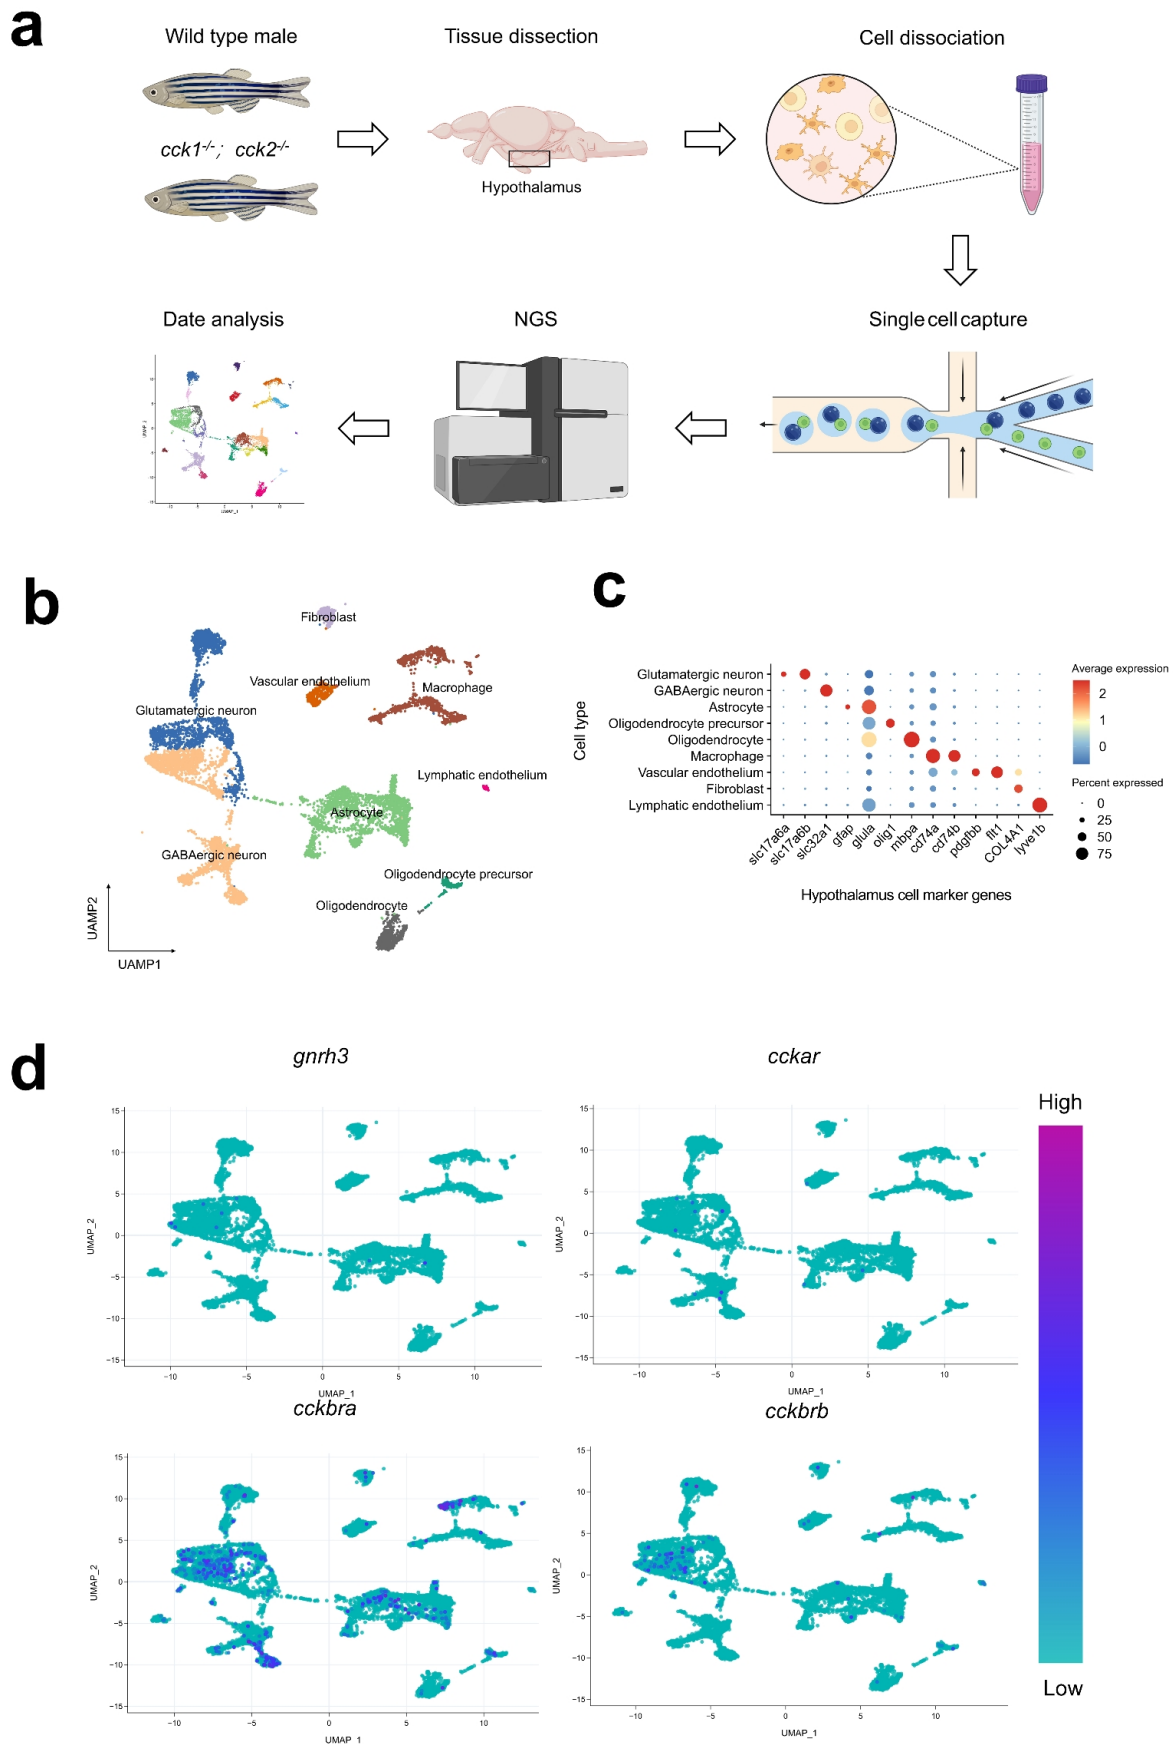

**Supplementary Fig. 12 | Single-cell RNA sequencing analysis of the zebrafish hypothalamus.** **a** Schematic diagram of zebrafish hypothalamus single-cell RNA sequencing (scRNA-seq) workflow. Created in BioRender. Li, H. (2026) <https://biorender.com/ggl0y1d>. **b** UMAP visualization of hypothalamic cells, revealing nine major cell clusters. **c** Dot plot showing expression patterns of established marker genes used to annotate cell types. **d** UMAP expression distribution of *cckar*, *cckbra*, *cckbrb*, and *gnrh3* genes in zebrafish hypothalamic cells.

### Supplementary Fig. 13

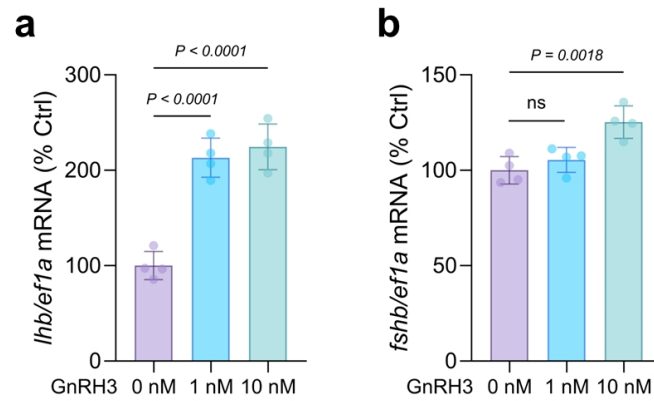

**Supplementary Fig. 13 | Effects of GnRH3 on gonadotropin expression in pituitary cells *in vitro*.** **a** qPCR analysis of relative *lhb* mRNA expression in primary cultured zebrafish pituitary cells treated with graded concentrations of GnRH3 (0, 1, and 10 nM) for 24 hours. **b** qPCR analysis of relative *fshb* mRNA expression under the same experimental conditions. Data are presented as mean  $\pm$  s.d. for  $n = 4$  independent biological replicates. Expression levels were normalized to *ef1a*. Statistical significance was determined by one-way ANOVA followed by Dunnett's multiple-comparisons test.

## Supplementary Fig. 14

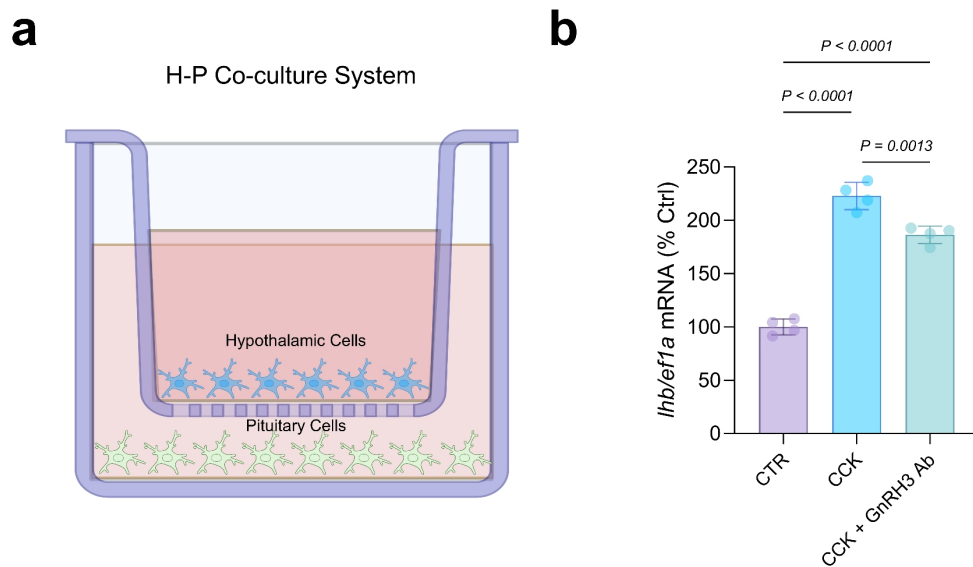

**Supplementary Fig. 14 | Hypothalamic-Pituitary (H-P) co-culture system and functional assessment of dual CCK regulation.** **a** Schematic diagram of the H-P co-culture system. Hypothalamic cells are cultured on the transwell insert membrane, and pituitary cells are cultured in the lower chamber, facilitating the transfer of soluble factors. Created in BioRender. Li, H. (2026) <https://biorender.com/hgl9icn>. **b** qPCR analysis of *lhb* mRNA expression in pituitary cells from the co-culture system following treatment with Control (Ctrl), CCK only (CCK), and CCK with GnRH3 blocking antibody (CCK + GnRH3 Ab). Data are presented as mean  $\pm$  s.e.m. (standard error of the mean) for  $n = 4$  independent experiments. Statistical significance was determined by one-way ANOVA followed by Tukey's multiple-comparisons test.

Supplementary Fig. 15

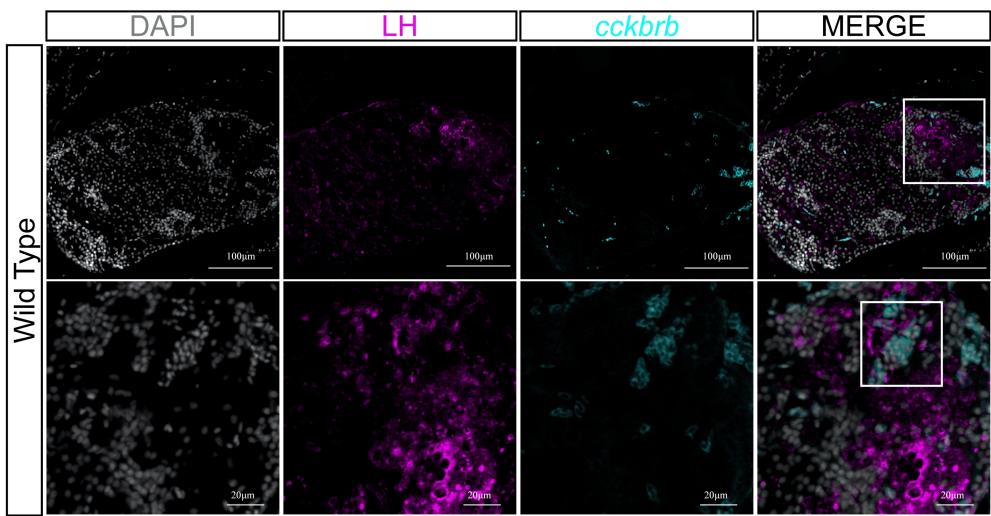

**Supplementary Fig. 15 | Co-localization of *cckbrb* mRNA and LH protein in the adult male zebrafish pituitary gland.** *cckbrb* mRNA was detected using a fluorescent probe (via Fluorescence *In Situ* Hybridization), and LH protein was visualized via immunohistochemistry (IHC). Representative images from three independent experiments with similar results are shown.

## Supplementary Fig. 16

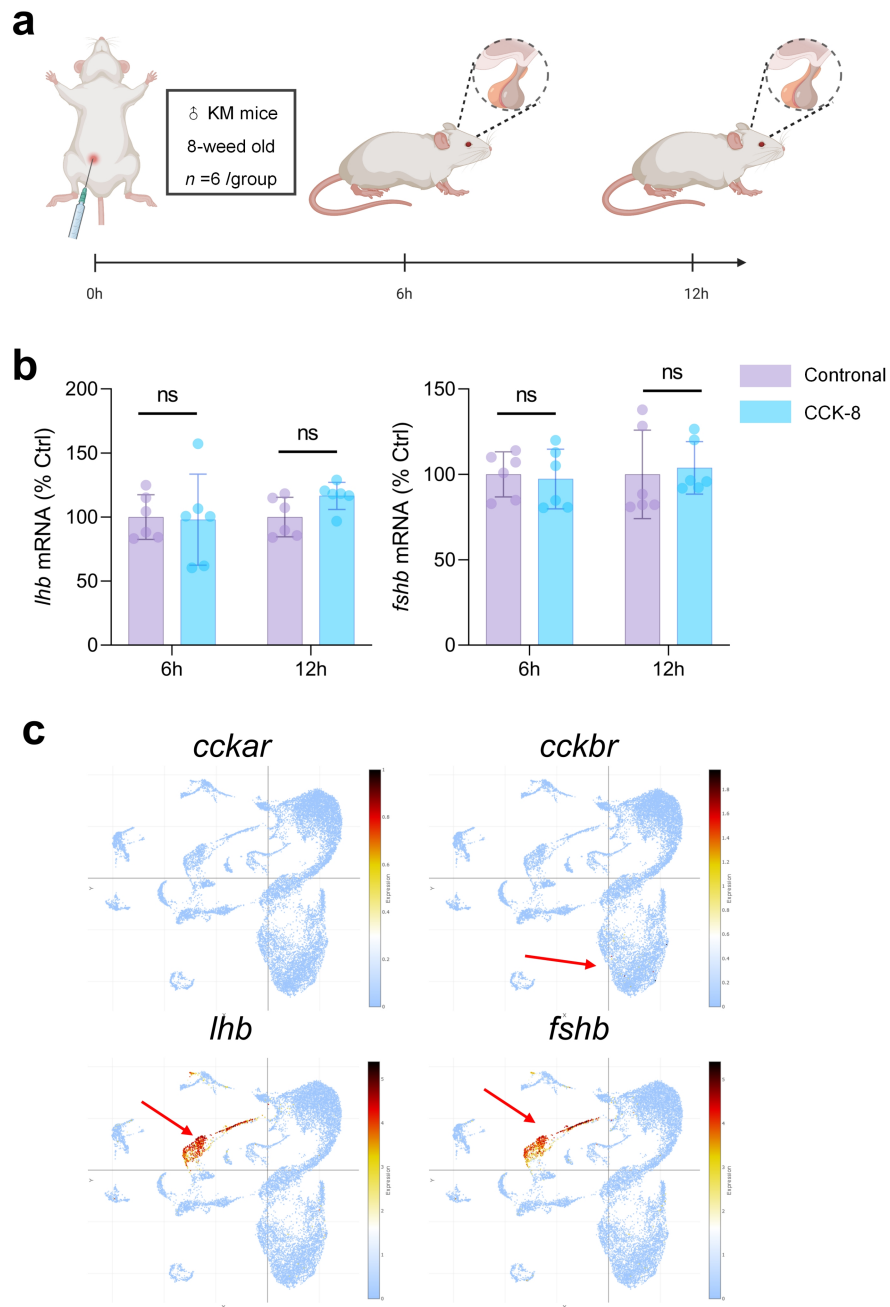

**Supplementary Fig. 16 | Cholecystikinin-8 does not regulate pituitary *lhb* and *fshb* gene expression in male mice.** **a** Schematic illustrating pituitary sampling at 6 and 12 hours after cholecystikinin-8 (CCK-8) or saline injection in male mice. Created in BioRender. Li, H. (2026) <https://biorender.com/rfgfg10>. **b** Pituitary *lhb* and *fshb* mRNA levels quantified by RT-qPCR 6 and 12 hours post-injection of CCK-8 or saline ( $n = 6$  biologically independent male mice per group). Data are presented as mean  $\pm$  s.e.m. Statistical significance was determined by two-sided unpaired Student's *t*-test. **c** UMAP visualization of *cckar*, *cckbr*, *lhb*, and *fshb* gene expression distribution in pituitary cells from 7-week-old adult male mice.

## Supplementary Fig. 17

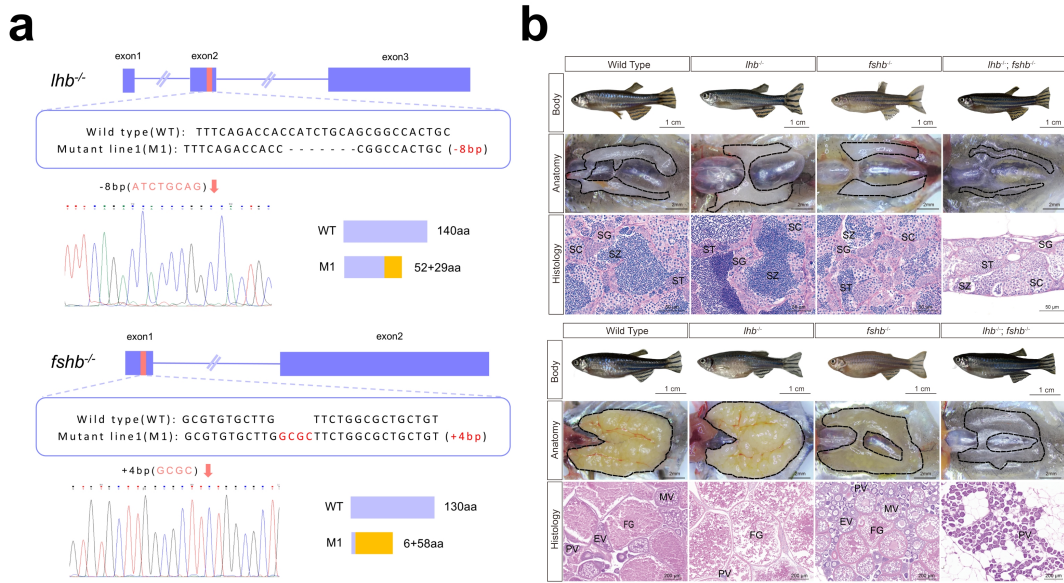

**Supplementary Fig. 17 | Morphological and histological analysis of gonads in *lhb* and *fshb* knockout zebrafish models.** **a** Schematic diagram showing the CRISPR/Cas9 targeting locations within the *lhb* and *fshb* genes. **b** Morphological and histological analysis of gonads in *lhb* and *fshb* single and double knockout zebrafish models compared to wild-type (WT) controls. Representative images illustrate the gross morphology and histological sections of the gonads. The developmental stages of oocytes and spermatogenesis are indicated by the following abbreviations: FG, fully mature oocytes; MV, mid-vitellogenic stage; EV, early vitellogenic stage; PV, pre-vitellogenic stage; PG, primary growth stage; SG, spermatogonia; SC, spermatocytes; ST, spermatids; SZ, mature sperm. Scale bars are indicated on the images. Representative images from five independent experiments with similar results are shown.

Supplementary Fig. 18

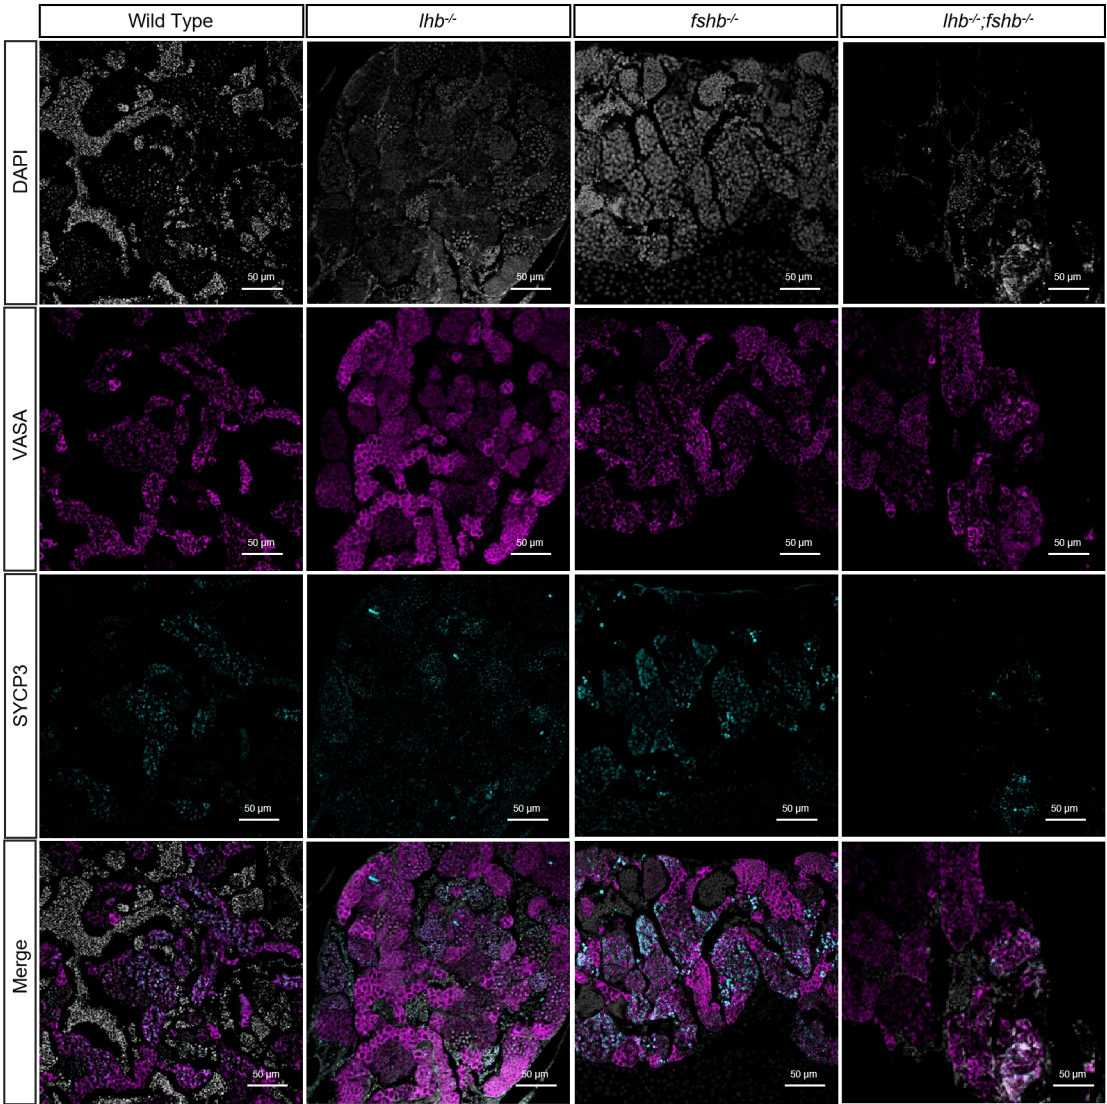

**Supplementary Fig. 18 | Immunofluorescence co-expression analysis of VASA and SYCP3 proteins in the testes of *lhb* and *fshb* single and double knockout zebrafish models.** Representative images from three independent experiments with similar results are shown.

Supplementary Fig. 19

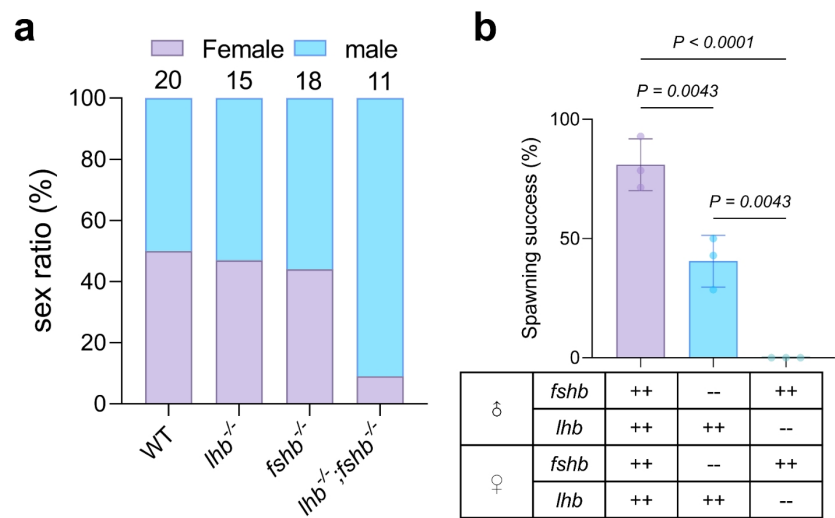

**Supplementary Fig. 19 | Sex ratio and mating success in *lhb* and *fshb* knockout zebrafish models.** **a** Analysis of sex ratios in *lhb* and *fshb* knockout zebrafish. The number of fish per group is indicated on the graph. **b** Comparison of spawning success rates (%) across different paired male and female genotypes. Data are presented as mean  $\pm$  s.e.m. for  $n = 12$  independent mating pairs (experiment repeated in three sets). Statistical significance was determined by two-sided unpaired Student's *t*-test.

Supplementary Fig. 20

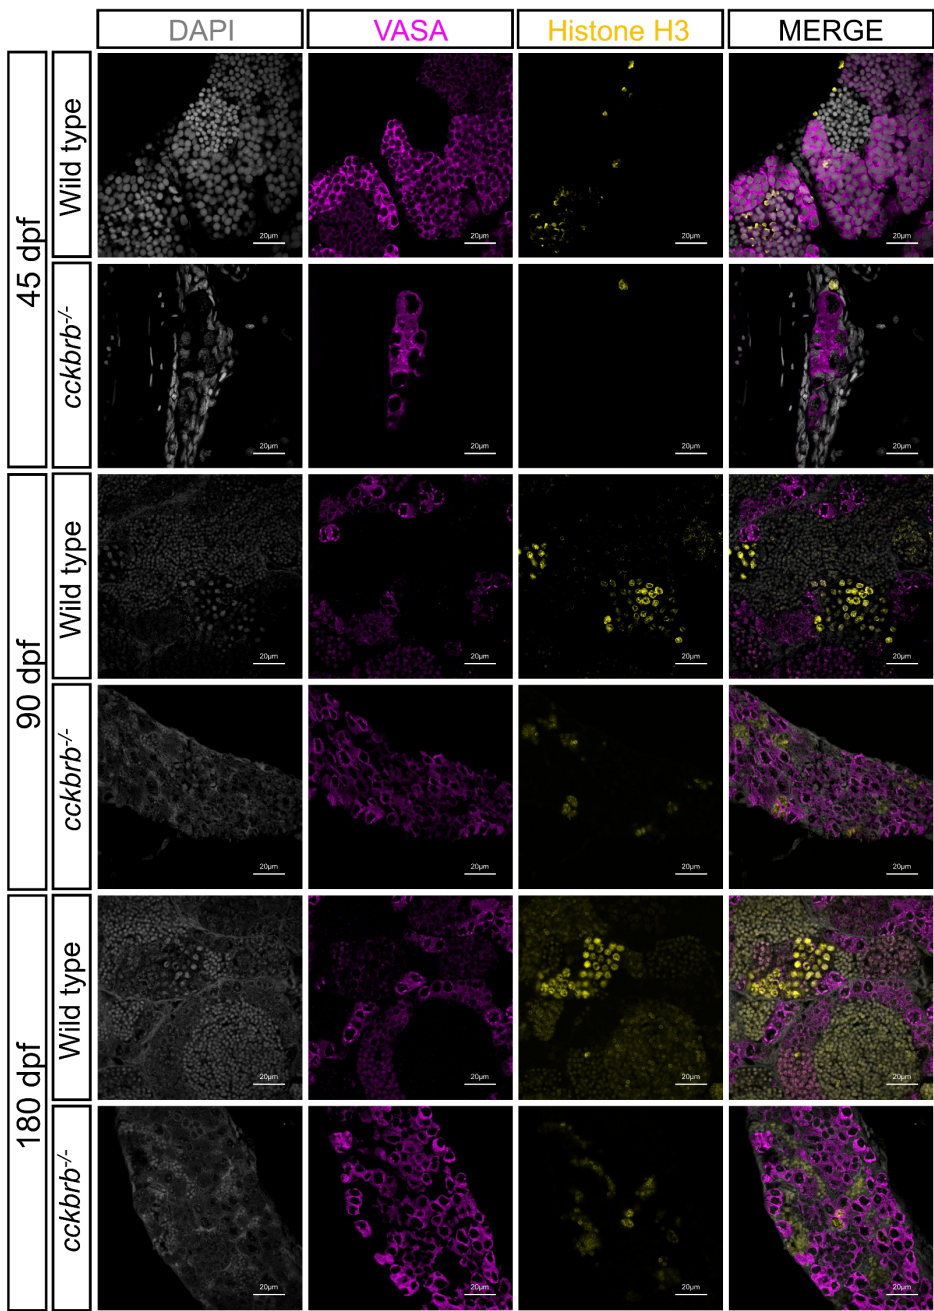

**Supplementary Fig. 20 | Immunofluorescence analysis of germ cell proliferation in *cckbrb*<sup>-/-</sup> zebrafish at different developmental stages.** The figure displays Immunofluorescence (IF) co-staining of gonadal sections from Wild-type (WT) and *cckbrb*<sup>-/-</sup> zebrafish at 45 dpf, 90 dpf, and 180 dpf. The sections were stained for VASA (a germ cell marker) and Histone H3 (H3) (a mitotic cell marker) to assess germ cell proliferation. Scale bars are indicated on the images. Representative images from three independent experiments with similar results are shown.

## Supplementary Fig. 21

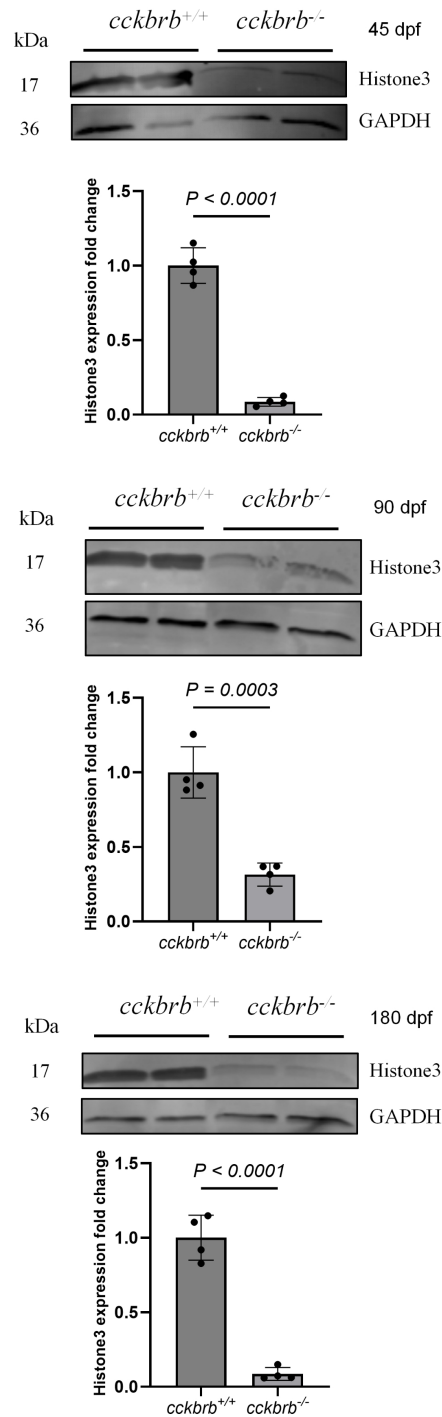

**Supplementary Fig. 21 | Representative western blots showing the expression levels of Histone H3 in gonads from Wild-type (WT) and *cckbrb*<sup>-/-</sup> zebrafish at 45, 90, and 180 days post fertilization (dpf). GAPDH served as a loading control. Quantification of Histone H3 expression is shown below each blot. Data are presented as mean ± s.e.m. for *n* = 4 independent biological replicates. Statistical significance was determined by two-sided unpaired Student's *t*-test. The experiment was repeated three times independently with similar results. Source data are provided as a Source Data file.**

Supplementary Fig. 22

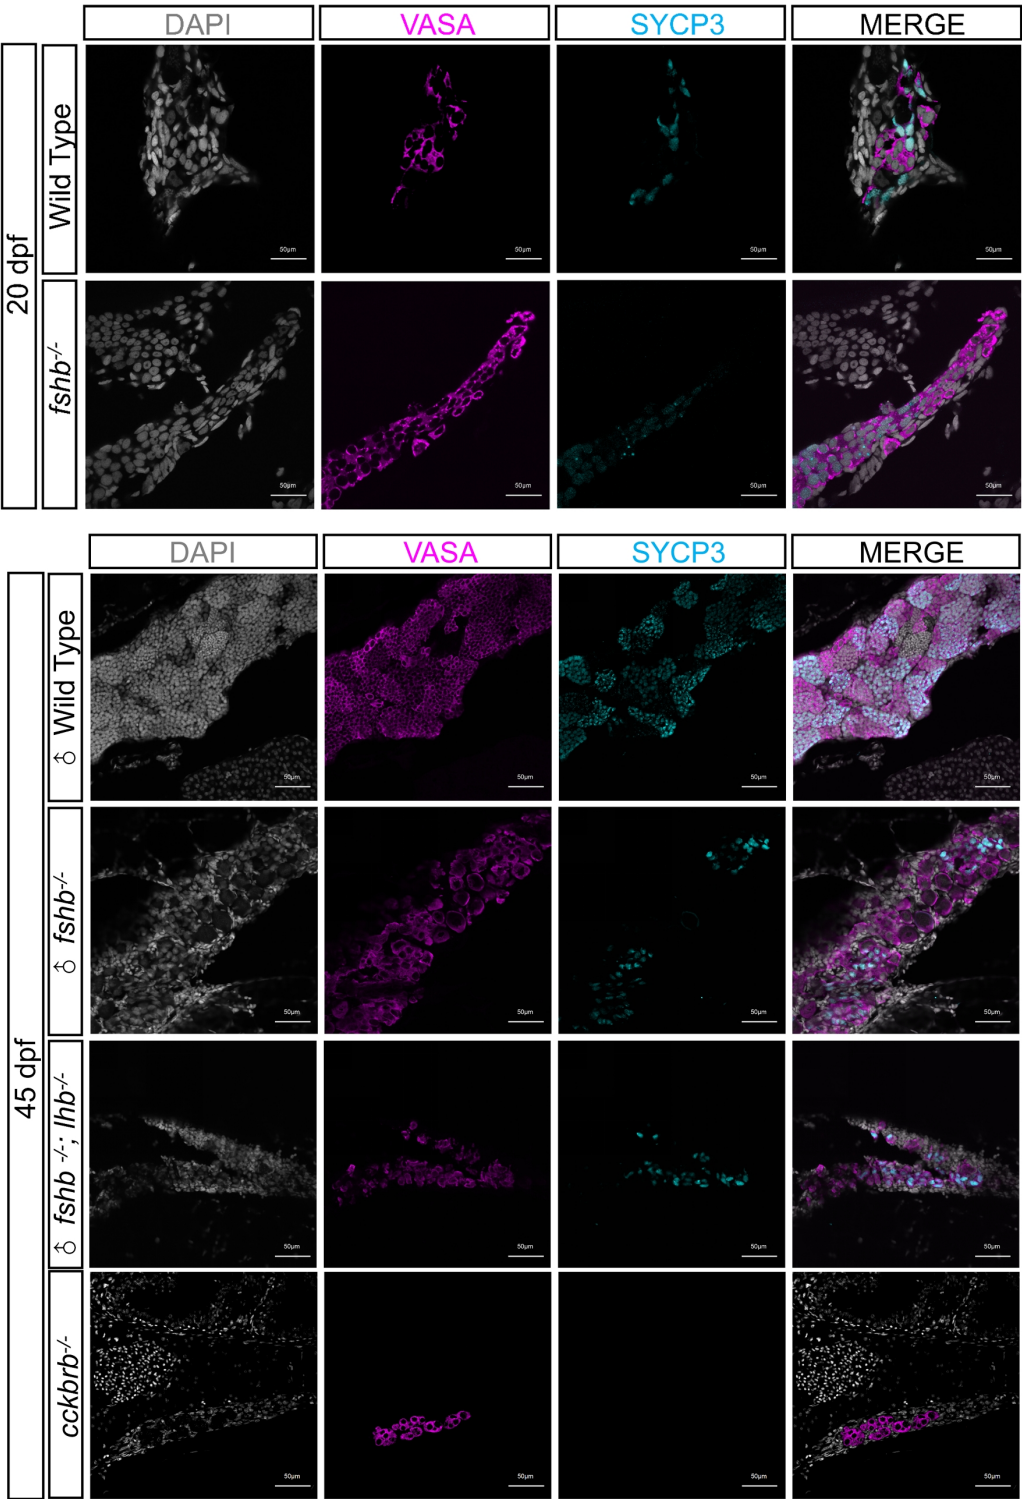

**Supplementary Fig. 22 | Co-expression analysis of VASA and SYCP3 in gonads of WT, *fshb*<sup>-/-</sup>, *lhb*<sup>-/-</sup>; *fshb*<sup>-/-</sup>, and *cckbrb*<sup>-/-</sup> zebrafish. Representative images from three independent experiments with similar results are shown.**

## Supplementary Fig. 23

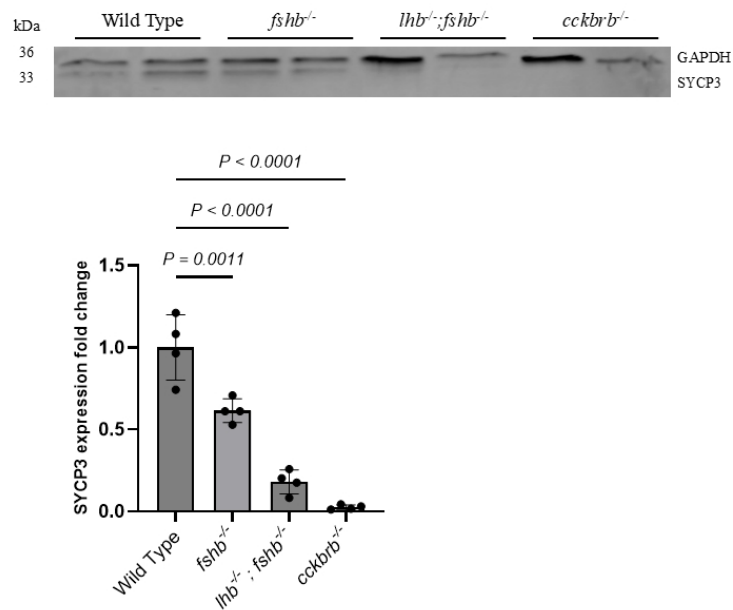

**Supplementary Fig. 23 | Western blot analysis of the meiotic marker SYCP3 in WT, *fshb*<sup>-/-</sup>, *lhb*<sup>-/-</sup>;*fshb*<sup>-/-</sup>, and *cckbrb*<sup>-/-</sup> zebrafish.** Representative western blots showing SYCP3 protein expression in gonads from WT, *fshb*<sup>-/-</sup>, *lhb*<sup>-/-</sup>;*fshb*<sup>-/-</sup>, and *cckbrb*<sup>-/-</sup> zebrafish at 45 days post fertilization (dpf). GAPDH served as a loading control. Quantification of SYCP3 expression is shown below the blot. Data are presented as mean  $\pm$  s.e.m. for  $n = 4$  independent biological replicates. Statistical significance was determined by one-way ANOVA followed by Dunnett's multiple-comparisons test. The experiment was repeated three times independently with similar results. Source data are provided as a Source Data file.

Supplementary Fig. 24

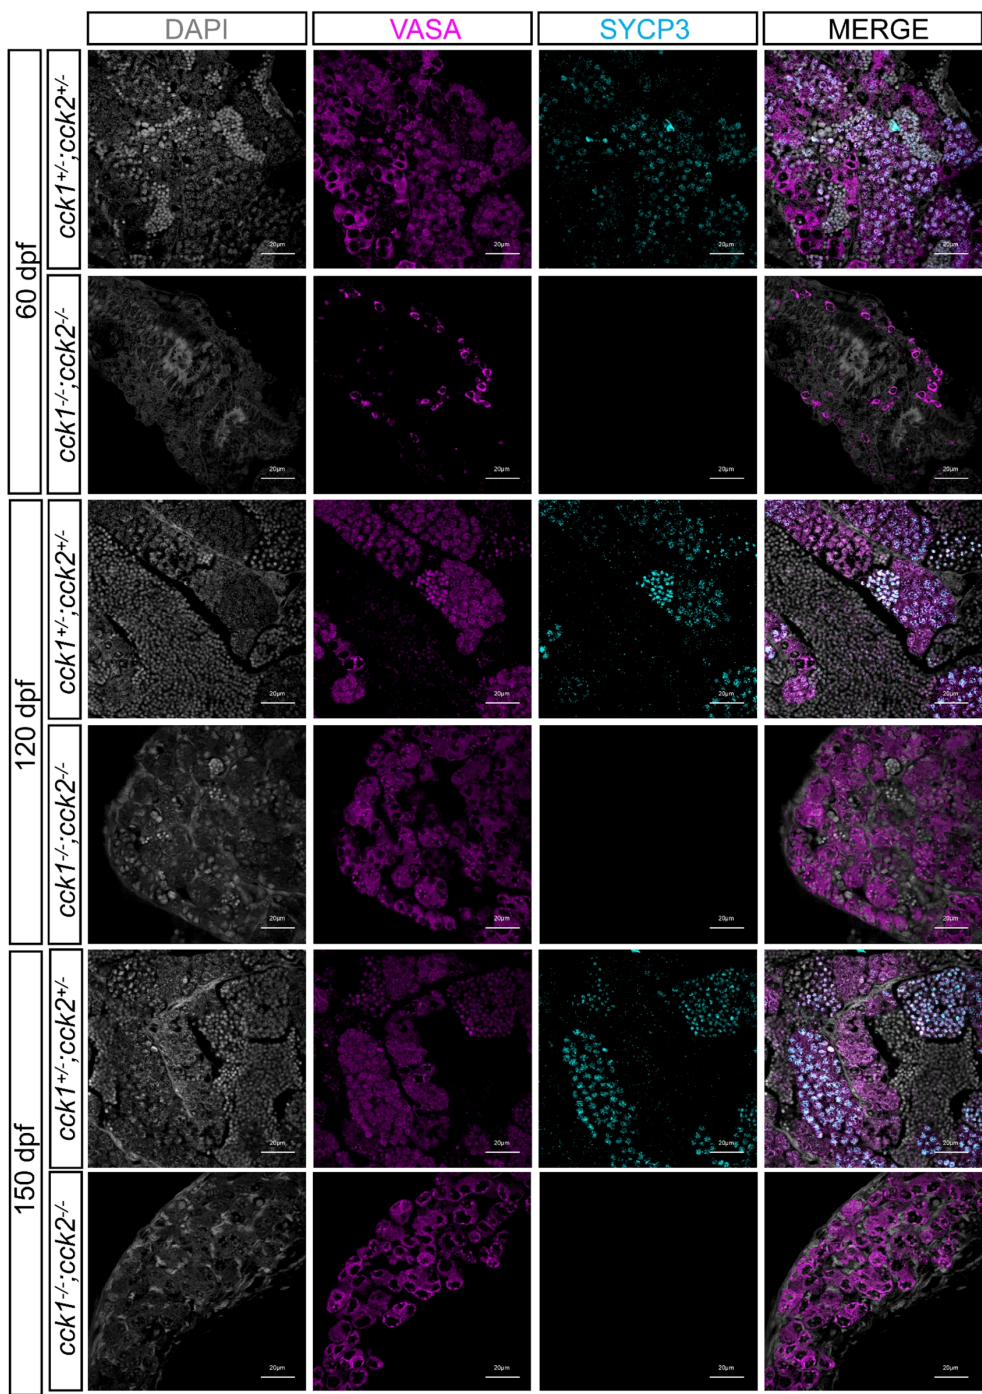

**Supplementary Fig. 24 | Temporal analysis of meiosis in testicular tissue at 60, 120, and 150 dpf in WT and *cck1<sup>-/-</sup>;cck2<sup>-/-</sup>* zebrafish using VASA/SYCP3 co-staining.** Representative images from three independent experiments with similar results are shown.

**Supplementary Fig. 25**

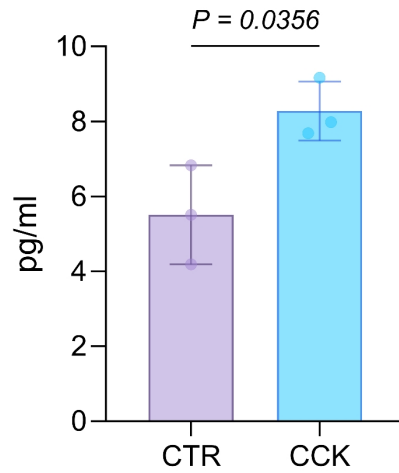

**Supplementary Fig. 25 | Quantification of internal CCK concentration in larval zebrafish following waterborne immersion.** Internal CCK concentration (pg/ml) was measured by ELISA in 48 hpf zebrafish larvae from Control (CTR) and CCK immersion groups after 1 hour treatment. Data are presented as mean  $\pm$  s.e.m. for  $n = 3$  independent biological replicates. Each replicate is a pooled sample of 20-30 individual larvae. Statistical significance was determined by two-sided unpaired Student's *t*-test.

**Supplementary Fig. 26**

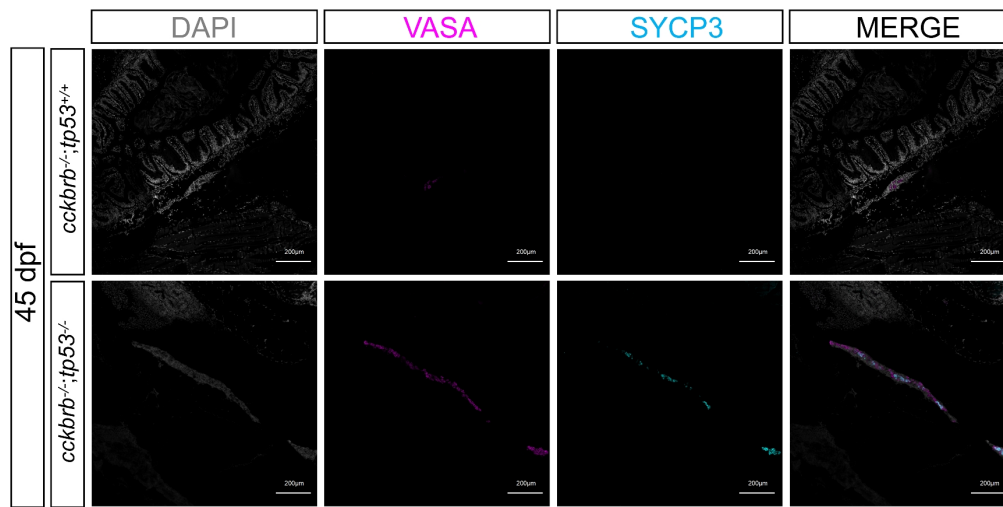

**Supplementary Fig. 26 | Analysis of SYCP3 expression in *cckbrb*<sup>-/-</sup>; *tp53*<sup>+/+</sup> and *cckbrb*<sup>-/-</sup>; *tp53*<sup>-/-</sup> zebrafish gonads.** The figure displays low-magnification Immunofluorescence (IF) staining of SYCP3 protein (a meiotic marker) in gonadal sections. The analysis compares *cckbrb*<sup>-/-</sup>; *tp53*<sup>+/+</sup>, and *cckbrb*<sup>-/-</sup>; *tp53*<sup>-/-</sup> zebrafish. Scale bars are indicated on the images. Representative images from three independent experiments with similar results are shown.

**Supplementary Table 1 | EC<sub>50</sub> Values for Zebrafish CCK Receptors**

| Receptor | CCK1 EC <sub>50</sub> (nM) | CCK2 EC <sub>50</sub> (nM) |
|----------|----------------------------|----------------------------|
| CCKAR    | -                          | 68.4 ± 33.1                |
| CCKBRA   | 240.8 ± 128.1              | 135.9 ± 108.6              |
| CCKBRB   | 8.3 ± 5.7                  | 4.9 ± 2.3                  |

The values represent the effective concentration (EC<sub>50</sub>) of zebrafish CCK1 and CCK2 ligands. Data are presented as the mean ± s.e.m. *n* = 4.

**Supplementary Table 2 The primers used in the study**

|                     | Forward primer (5'-3')   | Reverse primer (5'-3')  |
|---------------------|--------------------------|-------------------------|
| Genotyping          |                          |                         |
| CCK1-C              | AGCAGTTTCACTCACTAATCCTC  | TGCGGAGCCGACATTAGAC     |
| CCK2-C              | TGCTCTCCTCCTCAGGTCTC     | TCAGTGTCGTGTGCGTCTC     |
| CCKBRb-C            | ACGGAGTAGACAGGCATCCA     | TGGTATAAGCGCCACTGTCTT   |
| FSHb-C              | TTCACTTCGTAACCCCAGGC     | AGCTGCACCTGCATTCTGAT    |
| LHb-C               | CATTCTCCAGGATGTTATTGGCTG | TAGCGCATGTGTATGTGACAGTG |
| RT-qPCR             |                          |                         |
| <i>cck1</i>         | CGCTGGACTCTGTGTATG       | ATCGGCTAATCGGATGGA      |
| <i>cck2</i>         | GCCGGAACCTCTCGATGAAC     | CAGCCACATAATCCCGGTC     |
| <i>gnrh3</i>        | CAGCACTGGTCATACGGTTGG    | TTCAGCATCCACCTCATTCACT  |
| <i>lhb</i>          | GGTGTCTTCTTTCTCTTCTC     | CGGGCTCTTGTAACGGGAT     |
| <i>fshb</i>         | TTGTTCTGGCGCTGCTGTTGC    | TTCTGGGTGTGCTGTGCCAT    |
| <i>cckar</i>        | ACTTCATGGGCACCTCTGTG     | CCAGGTAGCAGCAATCACCT    |
| <i>cckrbra</i>      | TGGTGGATTGTCATCTTGCCAT   | CTCCAGGTGTTGGCAGAGT     |
| <i>cckrbrb</i>      | TAGCGAGGTGGAGAAGGCAT     | CTCCGTCGTCGCTGCTAAT     |
| <i>sycp1</i>        | GCAGAGCTGAGTGAAAAACG     | TGACACTGGTGTCTTCAGGA    |
| <i>sycp2</i>        | AGTTCTCAGAGGTTGGAGAAAGT  | TCTCTTGGTAGGTGTGGAAGG   |
| <i>sycp3</i>        | GCTGAGCAAGAAAAGATCTGC    | TTTTGGTGAGAACCTCCAG     |
| <i>rad21l1</i>      | CGCCGAGACATGTTTTATGCC    | TCAAACACGTGGGCTTTGGT    |
| <i>smc1b</i>        | AGAAACGCCAGCGCTCAG       | GTCCAGAGTCAGAAGACGGC    |
| <i>syce2</i>        | CATACATCAGCAAAGGTGCCAG   | CACCAAAAGGTTCCAGGGCT    |
| <i>terb1</i>        | GTGACTTTCACTTGGCGCTG     | GCTGTATGTTTCACGCGGTC    |
| <i>terb2</i>        | ACTGCATGGTTCTCCGACAG     | TCTGACGAGGTTGACATGCT    |
| <i>hsf5</i>         | GGCAGCTCAACCTCTACGG      | TCAGCCTCTTCAGATGGACC    |
| <i>tesmin</i>       | CCCCATGACCAGCACAAGAT     | CATGGGGTGAGTGGTGTTC     |
| <i>lhb-mice</i>     | TCTGGCCGCAGAGAATGAGT     | ACCATGCTAGGACAGTAGCC    |
| <i>fshb-mice</i>    | ACGAGACCGTAAGATTGCCT     | GTGCTGTCGCTGTCACACTT    |
| In Situ             |                          |                         |
| Hybridization       |                          |                         |
| <i>cckrbrb-FISH</i> | AACAGATGCTGCGTAAGCCT     |                         |
| Reference           |                          |                         |
| gene                |                          |                         |
| <i>ef1a</i>         | AACTCTGCTGCTCTTGAAT      | GCGTAACTGTGGATGTGA      |

**Supplementary Table 3. Single-cell RNA sequencing and analysis.**

|                                                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Single-cell<br/>RNA<br/>sequencing<br/>(scRNA-seq)</b> | <p>Tissues were dissected into single-cell suspensions and sent to OE Biotech (Shanghai, China) for scRNA-seq. The 10X Genomics was used to generate single-cell Gel Beads-in-emulsion (GEMs). Immediately after GEM generation, the gel bead was dissolved, primers including an Illumina TruSeq Read 1 (read 1 sequencing primer), 16 nt 10x barcode, 12 nt unique molecular identifier (UMI), 30 nt poly(dT) sequence were released and mixed with cell lysate and a master mix containing reverse transcription (RT) reagents. Silane magnetic beads were used to purify first-strand cDNA from the post-GEM-RT reaction mixture, which contained residual biochemical reagents and primers. Barcoded full length cDNA was amplified by PCR to generate sufficient mass for library construction.</p>                                                                                                                                                                                                              |
| <b>Single-cell<br/>RNA analysis<br/>by Seurat</b>         | <p>Raw reads generated from high-throughput sequencing were sequenced in fastq format. The CellRanger software package (version. 5.0.0, 10x Genomics, California, USA) was used to perform data quality statistics on the original data and to quantify the high-throughput single-cell transcriptome against the reference genome to obtain quality control statistics such as the number of high-quality cells. The Seurat software package (version. 4.1.0) was then used for further quality control and processing based on the CellRanger preliminary quality control results. The principal component analysis (PCA) was performed using gene expression levels, and the results were visualised in two-dimensional space using tSNE. The FindAllMarkers function in Seurat was used to identify marker genes and to identify genes that are differentially up-regulated in each cell category compared to other cell groups. The marker genes were visualised using the VlnPlot and FeaturePlot functions.</p> |

# Supplementary material for: Cholecystokinin coordinates gonadotropin-dependent and independent pathways to orchestrate zebrafish gonadal development
**Source:** Nat Commun. 2026 Apr 18;17:5392. doi: 10.1038/s41467-026-72039-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Movie 1

Description: Representative 2-min video clip showing the courtship behaviors of wild-type and *cck1<sup>-/-</sup>;cck2<sup>-/-</sup>* male zebrafish during the 10-min observation period.

File Name: Supplementary Movie 2

Description: Representative 2-min video clip showing the courtship behaviors of wild-type and *cckbrb<sup>-/-</sup>* male zebrafish during the 10-min observation period.

# Supplementary material for: Cholecystokinin coordinates gonadotropin-dependent and independent pathways to orchestrate zebrafish gonadal development
**Source:** Nat Commun. 2026 Apr 18;17:5392. doi: 10.1038/s41467-026-72039-x
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Data collection was performed using ABI 7500 SDS v1.5.1 for qRT-PCR measurements. No custom code was generated or used in this study.                                                                                                                                                                                                            |
| Data analysis   | Data analysis was performed using ImageJ v1.53 for image quantification, Tracker 6.0 for swimming trajectory analysis, SPSS Statistics 26.0 for statistical analyses, CellRanger v5.0.0 for preliminary scRNA-seq processing, and Seurat v4.1.0 for downstream single-cell RNA-seq analyses. No custom code was generated or used in this study. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

PRJNA1441806 [<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA1441806>] (raw bulk RNA-seq data generated in this study). GSE296008 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE296008>] (scRNA-seq data generated in this study). GSE295139 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE295139>]

acc=GSE295139] (scRNA-seq data generated in this study). GSE120410 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120410] (published single-cell transcriptomic dataset analysed in this study). Other data supporting the findings of this study are available within the paper, its Supplementary Information, and the Source Data file. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No statistical methods were used to predetermine sample size. Sample sizes were chosen based on common practice in the field, previous experience with similar zebrafish experiments, and sample availability.

### Data exclusions

No data were excluded from the analyses.

### Replication

Experiments were independently repeated where applicable, and the number of independent repeats is stated in the figure legends or Methods section.

### Randomization

Animals/samples/cultures were randomly assigned to experimental and control groups upon enrollment to minimize bias.

### Blinding

Investigators were blinded to group allocation during both data collection and outcome assessment/statistical analysis to prevent observer bias.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The following antibodies were used in this study: anti-Piwil1 (CZPA2, China Zebrafish Resource Center (CZRC), 1:500), Alexa Fluor 594 goat anti-rabbit IgG (Yeesen, 1:200), anti-CCK (C2581, Merck, 1:1000), anti-Vasa (2008, Dia-An, 1:800), anti-SYCP3 (CZPA3, CZRC, 1:1000), anti-SOX9a (ab209820, Abcam, 1:1000), anti-Histone H3 (ab183626, Abcam, 1:1000), and anti-PCNA (ab29, Abcam, 1:1000). Custom antibodies included anti-GnRH3 (Dia-An, Wuhan, 1:500), anti-LH (Dia-An, Wuhan, 1:500), anti-FSH (Dia-An, Wuhan, 1:500), and a GnRH3-neutralizing antibody (Dia-An, Wuhan, 1:500). |
| Validation      | The specificity of the anti-GnRH3, anti-LH, and anti-FSH antibodies was empirically validated by Western blot or antigen pre-absorption tests, as described in the Methods. Commercial antibodies were used according to the manufacturers' recommendations and the applications described in the manuscript.                                                                                                                                                                                                                                                                                  |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                     |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK-293T cells were obtained from Warner Bio (Wuhan, China; Catalog No. WN-10257).                  |
| Authentication                                                       | The HEK-293T cell line used in this study was authenticated by short tandem repeat (STR) profiling. |
| Mycoplasma contamination                                             | The HEK-293T cells tested negative for mycoplasma contamination.                                    |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines from the ICLAC register were used.                             |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Laboratory animals used in this study included zebrafish (Danio rerio, AB strain) and the tp53 mutant zebrafish line (Catalog ID: CZ267), obtained from the China Zebrafish Resource Center (CZRC), and KM mice (male, 8-week-old, 35–45 g) obtained from the Laboratory Animal Center of Huazhong Agricultural University.                                                                                                               |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                  |
| Reporting on sex        | For experiments performed at early developmental stages, sex could not be determined reliably and was therefore not considered in the study design or analysis. For adult zebrafish and mouse experiments, sex was determined and is indicated where applicable in the corresponding Methods sections and figure legends. Where sex information was collected, data were reported accordingly and disaggregated by sex where appropriate. |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | All animal procedures were approved by the Institutional Animal Care and Use Committee of Huazhong Agricultural University (IACUC No. HZAUI-2023-028) and complied with national ethical guidelines.                                                                                                                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

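The data are droplet scRNA-seq of pituitaries from 6-month-old male zebrafish, with 1 library from WT fish and 1 library from *cck1*-/-*;cck2*-/- fish (the mutant); the paper gives 30 fish per group. The authors counted UMIs per gene and barcode with CellRanger and deposited the counts as 1 matrix per library, without normalization. The genome build and annotation behind these counts are not named in the paper's text, the genes carry Ensembl identifiers, and no coordinates are given here for that reason. A further step in Seurat is described in the paper without its thresholds, and its cell labels were not used here. The barcodes of both matrices started at 500 UMIs.

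From the counts, cells were kept when at least 200 genes were detected and at most 20% of UMIs were mitochondrial. Doublets were scored per library with Scrublet as implemented in scanpy (version 1.11.5). Its automatic threshold marked under 0.5% of cells, so the top-scoring cells were removed at an expected rate of 0.8% per 1000 barcodes, as had been set for that case. Counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes were chosen with the library as batch, values were clipped at 10, and 30 principal components and 20 nearest neighbours were used for Leiden clustering (leidenalg version 0.10.2) at a resolution of 1. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9. The 13 listings of hormone genes, *cckbrb* and the mitochondrial genes were left out of the clustering, because they may differ between the genotypes and would then move cells between clusters.

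Cell type names came from markers of 16 cell types listed beforehand. A marker counted as detected in a cluster when at least 10% of its cells held it and its mean was at least 2 times that of the other cells. A cluster with fewer than 3 detected markers of a type, or with more markers of another type among its 10 leading genes, stayed unnamed. So did a cluster with the highest level of a hormone gene that is not a marker of the type. Gonadotrope-like cells were grouped by *lhb* and *fshb* as FSH-only, bi-hormonal, LH-only or neither, with the 99th percentile of the other cells of the same library as the threshold for each gene. These classes are not the sub-clusters of the paper.

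With 1 library per condition, no test across conditions was possible and no p-value is given. Cells are not replicates. UMIs were summed over the cells of a class and given as CPM (UMIs per 1000000 UMIs), with exact Poisson intervals, and ratios of sums with exact conditional intervals. Shares of cells have Clopper-Pearson intervals. All intervals are at 95% and cover counting error only, not differences between fish or between libraries. For a ratio with 0 mutant UMIs, the upper limit of its exact interval is given. Where the count behind a share or a level was 0, a bound is given, computed with 3 counts in its place. For 0 of 20 cells this bound is 15.0%. The Clopper-Pearson limit, 16.8%, is given in the tests of genes higher in FSH-only cells and of *gnrhr2*. Shares of cells with a UMI were also computed after thinning each cell to 1000 UMIs. The genes named in the text were those the paper names for the pituitary cells, with *cga* and *gnrhr1* added (*gnrhr3*, also listed for this, is not among the gene symbols of the matrices), and the 5 highest and 5 lowest ratios in gonadotropes and in the cluster with the highest *gh1* level. For these ratios, a gene needed at least 50 UMIs over both libraries and no more than 20% of a library's UMIs in 1 cell, which leaves out genes with 1 to 4 UMIs in a library. Hormone genes and mitochondrial genes were not ranked. Genes named outside this rule were chosen after their values were seen, and the text says so.

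Depth limits the results for receptor genes. The median was 882 UMIs per WT cell and 982.5 per mutant cell. Gonadotrope-like cells were deeper, with medians of 9413.5 and 13233.5 UMIs, but the mutant had 20 of them.

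The ratio with its interval was tested on simulated counts for the gonadotrope-like cells, with 200 of 3611 genes raised or lowered 4-fold. Of the changed genes, 96.0% had an interval on the correct side of 0, and the interval held the true value for 95.5% of the changed and 96.2% of the unchanged genes. The search for genes near 0 in the mutant library was tested on 12586 genes with 200 set to 1% of their expected count. It found 100% of them and 0 others. Both simulations drew Poisson counts, the model behind the intervals, without differences between cells or libraries. They therefore check the computation only, and do not show how the intervals or the search perform on real counts.

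The alternatives listed beforehand were every barcode of the matrices, at least 500 genes per cell, at most 10% mitochondrial UMIs, doublets kept, hormone genes kept in the clustering, Leiden resolutions of 0.5 and 2, each library clustered on its own, gonadotropes taken as cells with at least 1% *lhb* and *fshb* UMIs, 4 other definitions of a hormone-positive cell, and, for single measures, another total, a subtraction of free RNA and thinning. The alternative with cells of at least 2000 UMIs was added after seeing the data. Of the features, 11398 had no symbol in the matrices; where 1 of them is named, the symbol was taken from a table of Ensembl identifiers, and the RefSeq annotation of the assembly GRCz12tu was used only for which genes neighbour each other.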

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

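The tests in this part were all chosen after the results were seen, and the genes named in it were chosen after their values were seen. Each genotype has 1 library.

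The first result is a set of genes that were counted in WT and were nearly absent from the mutant library in each cluster where they could be measured; the paper does not analyse these genes. The UMIs expected in the mutant were set from the WT rate in each cluster with at least 10 cells of each library. A gene was listed when at least 50 UMIs were expected, no more than 5% of them were found, and the count was at most 20% of that expected in every cluster with at least 5 expected UMIs, of which there had to be at least 3. Of 12586 genes measured, 11 met this rule. They were *ifi44a8* (16 UMIs where 1419 were expected), *cxcl11.4* (8 of 931), *scg5* (8 of 640), *znfl2a* (3 of 380), *tap2a* (14 of 322), *cxcl11.1* (4 of 290), *rbm14b* (2 of 205), *cpa4* (3 of 134), *si:ch211-217k17.10* (1 of 105), *si:dkey-266f7.5* (0 of 67.1) and *zgc:171500* (1 of 62.7). In the opposite direction, 2 of 13792 genes met the rule, COL10A1 and *col10a1a*. The expected counts are scaled to the UMIs of the mutant cells in each cluster, so its depth is part of the expectation and was not tested apart from it. A weaker interferon response in the mutant library may contribute for *cxcl11.1*, *cxcl11.4*, *ifi44a8* and *tap2a*. Of 17 other interferon-related genes, 11 could be measured, and their median log2 ratio was −0.87, from −3.17 for *mxc* to 0.14 for *mxe*. How far each gene should fall with such a response is not known, so this stays open. The *cxcl11* and *ifi44a* genes belong to families of close copies, among which the counting could have split UMIs. Other alleles or another genetic background in the mutant line could also give genes near 0 in every cell type. With 1 mutant line sequenced, this cannot be told apart from an effect of the mutations. *psmb8a* and *psmb9a*, which neighbour *tap2a* in the RefSeq annotation of GRCz12tu, were low as well, with 39 UMIs where 264 were expected and 22 where 188 were expected. An effect of the loss of CCK on these genes was not tested and stays open.

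The second result concerns *tac3b*, which the paper does not discuss for the pituitary cells. It had 324 UMIs in 19 of the 142 WT cells of an unnamed cluster whose leading genes included *cyp26b1* and *cyp19a1b* (13.4%, interval 8.25 to 20.1%). Of the 94 mutant cells of that cluster, 1 held a single UMI (1.06%, 0.0269 to 5.79%). The median depths were 1427.5 and 1600.5 UMIs per cell, and after thinning to 1000 UMIs the expected shares were 12.4% and 0.332%. The levels were 363 CPM in WT (325 to 405) and 1.49 CPM in the mutant (0.0378 to 8.32). A loss of the cells that hold *tac3b* could explain this. The 10 other genes most raised in the WT cells with *tac3b* were at 2865 CPM in those cells, 345 CPM in the remaining WT cells of the cluster (301 to 393) and 487 CPM in the mutant cells (435 to 542). The mutant level lies above that of WT cells without *tac3b*, but the genes were chosen in the same WT cells, so the comparison excludes nothing. A loss of cells, a lower level per cell and another allele in the mutant line cannot be told apart with 1 library per genotype.

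The third result is the receptor gene *cckbra* in leukocyte-like cells, for which the paper does not analyse these cells. It was found in 55 of the 276 cells of 1 leukocyte-like cluster (19.9%, 15.4 to 25.1%), whose leading genes included *bcl11ba* and *tcf7*, at a median of 3904 UMIs per cell. Free RNA is argued against, since 1 of 385 endothelial-like cells held a *cckbra* UMI (0.260%, 0.00658 to 1.44%) at a median of 3188 UMIs. In that leukocyte-like cluster, 18 of 124 WT cells and 37 of 152 mutant cells held a UMI (14.5% and 24.3%), and after thinning the expected shares were 7.55% and 13.7%. The levels were 106 CPM in WT (81.9 to 135) and 243 CPM in the mutant (207 to 283). A second leukocyte-like cluster had 40.7 CPM (29.7 to 54.4) and 62.9 CPM (47.4 to 81.9). Another, with a median of 3575 UMIs in each library, was low. None of its 23 WT cells and 3 of its 84 mutant cells held a UMI (13.8 CPM in the mutant, 4.47 to 32.1). Expression of *cckbra* in a subset of these leukocyte-like cells is a hypothesis from the same data. Whether its level depends on the genotype has no replicate check.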

How the results depend on the processing

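The alternatives were set before the data were examined, apart from cells with at least 2000 UMIs, which was chosen after seeing the data. No paired analysis was possible because each group has 1 library. With no replicates, a value was taken as moved when it left the counting interval of the value in the text. For the 5 named genes with 0 mutant UMIs, only the sign of the upper limit of the log2 ratio was compared, so that these could not be found to move. The 15 results fixed beforehand were recomputed 187 times; 162 values stayed within these limits and 25 moved. Of 390 values of 33 further results, 21 moved. A change of sign was possible only for the log2 ratios, and 0 of these changed sign. The gonadotrope-like share was lower in the mutant, and *fshb* and *lhb* had negative log2 ratios, under every alternative that gave both values. When the mutant library was clustered on its own, no cluster met the rule for gonadotropes, so that alternative gave no mutant values.

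With at least 500 genes per cell, the gonadotrope-like shares were 4.76% in WT and 1.08% in the mutant, with 0 FSH-only mutant cells and 48 LH-only WT cells. With at least 2000 UMIs per cell, the shares were 4.39% and 1.19%, with 0 FSH-only mutant cells, 39 LH-only WT cells, and log2 ratios of −5.68 for *fshb* and −0.45 for *lhb*. Both settings leave out shallow cells by construction, which raises the shares of the deeper hormone cells. With gonadotropes taken as cells with at least 1% *lhb* and *fshb* UMIs, there were 8 FSH-only cells in WT and 0 in the mutant, and the log2 ratio of *lhb* was −0.50. With hormone and mitochondrial genes left out of the total, it was −0.46.

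With a single UMI making a cell positive, WT had 8 FSH-only, 63 bi-hormonal and 36 LH-only cells, and the mutant 0 FSH-only cells. With thresholds from the pooled libraries, the mutant had 0 FSH-only and 0 bi-hormonal cells. With classes set by the *fshb* share of *lhb* and *fshb* UMIs, it had 0 FSH-only cells and 1 bi-hormonal cell. With a threshold exceeded by 0.1% of the other cells, WT had 7 bi-hormonal cells. These settings redefine a positive cell; beyond that, the cause was not tested. Thinning to 1000 UMIs lowered the share of cells with a *cckbrb* UMI by construction, to 6.77% of FSH-only cells and 0.0311% of the other hormone clusters.

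The mutant classes are limited both by the number of cells and by the definition of a positive cell. A count of 0 among 20 mutant gonadotrope-like cells allows a share of up to 15.0%, so that the 0 or 1 FSH-only mutant cells of the alternatives cannot be ranked between settings.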

Differences from the paper's values

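The classes used here were rebuilt from *lhb* and *fshb* and are not the sub-clusters of the paper, so these comparisons are between different sets of cells. The paper's Fig. 3d shows *gnrhr2* at its highest in the progenitor population. Here, *gnrhr2* had 2 UMIs in 18 bi-hormonal WT cells (11.4 CPM, interval 1.38 to 41.1) and 37 UMIs in 65 LH-only WT cells (46.4 CPM, 32.7 to 64.0). The share of cells with a *gnrhr2* UMI was higher in LH-only than in bi-hormonal cells under each alternative, for example with 22.2% of LH-only and 19.0% of bi-hormonal cells when a single UMI made a cell positive. Supplementary Fig. 8 shows *nr2f2* highest at the start of pseudotime. Here, *nr2f2* had 1 UMI in bi-hormonal cells (5.69 CPM, 0.144 to 31.7) and was at 31.4 CPM in LH-only cells (20.3 to 46.3). Its highest level in bi-hormonal cells among the alternatives was 15.4 CPM. For both *gnrhr2* and *nr2f2*, the intervals of these classes overlap, so the values do not settle their order. For the share of WT cells, Fig. 3d shows about 93% in the progenitor population. Among the bi-hormonal cells here it was 78.3% (18 of 23). It was 100% with the thresholds of both libraries pooled and 94.4% with classes set by the *fshb* share. With a single UMI making a cell positive it was 91.3%. With the stricter threshold that 0.1% of the other cells exceeded, it was 58.3% (27.7 to 84.8%), the only alternative over 1.5 times away from the figure.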

Other observations

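The tests in this part were all chosen after the results were seen, and none of the differences between genotypes has a replicate check.

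Technical explanations of the low *fshb* level in the mutant gonadotrope-like cells were weighed. A lower detection of hormone RNA in the mutant library as a whole is argued against by *lhb* in the same cells, whose log2 ratio was −0.38. A second explanation is that FSH-type cells remained and that only their *fshb* RNA was not counted. For this, 72 genes were chosen that were at least 5-fold higher in FSH-only than in LH-only WT cells and whose level in the other mutant cells was lower than in the other WT cells by no more than 2-fold. The bi-hormonal cells of WT, not used in this choice, had a median of 16129 CPM for these genes, between those of the FSH-only cells (27966 CPM) and the LH-only cells (3732 CPM). Of the WT gonadotrope-like cells, 25 of 110 reached the bi-hormonal median (22.7%, interval 15.3 to 31.7%), and of the mutant cells 0 of 20 did, with an upper interval bound of 16.8%. The intervals overlap, and the medians went the other way, with 6593 CPM in all mutant and 4838 CPM in all WT gonadotrope-like cells, and 5413 CPM in the LH-only cells of the mutant. Single genes went both ways. Summed over the gonadotrope-like cells, most of the 72 were lower in the mutant, such as *tgfbr3* (2376 CPM in WT and 1764 in the mutant) and IQSEC2 (274 and 6.85). Others were higher, such as *ppdpfb* (1054 and 2086) and *spns2* (65.3 and 281). As the genes were chosen in WT cells, these levels do not decide the question. The explanation stays open.

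The lower share of gonadotrope-like cells in the mutant was tested in the same way. As shares of all cells, the 3 other hormone clusters changed in both directions. A shallow cluster with *gh1* among its leading genes, kept out of these 3, was lower in the mutant, at 8.78% of WT cells and 6.59% of mutant cells. Relative to WT, the share of mutant cells was 1.38 times as high in the cluster with the highest *gh1* level (interval 1.12 to 1.71), and 0.678 times in both the cluster with the highest *prl* level (0.514 to 0.889) and that with the highest *pomca* level (0.499 to 0.914). For the gonadotrope-like cells it was 0.256 times (0.150 to 0.414). The unnamed cluster with a median of 744 UMIs was 5.90% of WT cells and 32.6% of mutant cells, which lowers all these ratios. Whether a single cluster rose or fell thus depends on the denominator, while the order of the ratios does not. A lower yield of all hormone cells alike is therefore argued against as the whole cause, while a loss that differs between cell types stays open. An excess of shallow barcodes is argued against by cells with at least 2000 UMIs, of which 4.39% in WT (3.48 to 5.45%) and 1.19% in the mutant (0.669 to 1.96%) were gonadotrope-like. Gonadotropes placed in other clusters were traced by *nr5a1b*, of which 12 mutant cells outside the gonadotrope-like cluster and 16 inside held a UMI. With these 12 cells added, the mutant share would be 0.925% (0.634 to 1.30%), below the share of gonadotrope-like cells in WT. This argues against gonadotropes with a counted *nr5a1b* UMI as the whole cause, and those without 1 were not traced. A difference in dissection or dissociation between the libraries cannot be told apart from the genotype, as there is 1 library per condition.

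For the bi-hormonal WT cells, 3 technical sources were tested. Random doublets of an FSH and an LH cell are argued against, since 0.0452 such doublets were expected at a doublet rate of 4.06% and 18 cells were found. Free *lhb* RNA is argued against, since 29.2% of the *fshb*-positive cells were also *lhb*-positive (7 of 24, 12.6 to 51.1%) at a threshold that 0.1% of the other cells exceeded. Cells stuck together are argued against as the source of all of them, since their median of 9184.5 UMIs, with an upper bound of 15586, was below 21004, the sum of the medians of both single-hormone classes. That these cells express both hormones remains a hypothesis, found and tested on the same data.

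*gnrhr2* was not found in the mutant gonadotrope-like cells. A lower number of UMIs in these cells is argued against as the whole cause, since 9.78 *gnrhr2* UMIs were expected at the WT rate and 7.25 in the LH-only cells alone. An effect of the genotype and a difference between libraries stay open.

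Some values belong at no claim. In the gonadotrope-like cells, *ndrg4* was at 79.0 CPM in WT (63.7 to 96.9) and 3.42 CPM in the mutant (0.0867 to 19.1), while in the other hormone clusters it was at 76.3 and 131 CPM. *skib* in the gonadotrope-like cells was at 191 CPM in WT and 85.6 CPM in the mutant (55.4 to 126). Over all barcodes, *fshb* CPM in the mutant library was 0.540% of that in WT (0.374 to 0.755%), and *lhb* CPM was 29.0% (28.4 to 29.5%). In the cluster with the highest *prl* level, *smtlb* had 764 UMIs in 20 of 168 WT cells and 5624 UMIs in 16 of 81 mutant cells.

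In the cluster with the highest *gh1* level, the log2 ratio of *gh1* was −0.99, with 152229 CPM in the mutant. Of the 6930 genes that met the rule for named genes there, which leaves out genes with 1 to 4 UMIs in a library, the lowest ratios were those of *nrg2b* (−2.68, interval −3.54 to −1.92), *ckbb* (−2.66), *dgkaa* (−2.48), *ciarta* (−2.40) and *gadd45ab* (−2.27). The highest were those of ENSDARG00000097249 (3.08, 2.39 to 3.85), *abhd4* (3.07), ENSDARG00000115281 (2.81), GRB7 (2.75) and *snap25b* (2.73).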
